# A surgical method for continuous intraportal infusion of gut microbial metabolites in mice

**DOI:** 10.1172/jci.insight.145607

**Published:** 2021-05-10

**Authors:** Danny Orabi, Lucas J. Osborn, Kevin Fung, William Massey, Anthony J. Horak, Federico Aucejo, Ibrahim Choucair, Beckey DeLucia, Zeneng Wang, Jan Claesen, J. Mark Brown

**Keywords:** Metabolism, Microbiology, Molecular biology, Surgery

## Abstract

Gut microbe–derived metabolites influence human physiology and disease. However, establishing mechanistic links between gut microbial metabolites and disease pathogenesis in animal models remains challenging. The major route of absorption for microbe-derived small molecules is venous drainage via the portal vein to the liver. In the event of presystemic hepatic metabolism, the route of metabolite administration becomes critical. To our knowledge, we describe here a novel portal vein cannulation technique using a s.c. implanted osmotic pump to achieve continuous portal vein infusion in mice. We first administered the microbial metabolite trimethylamine (TMA) over 4 weeks, during which increased peripheral plasma levels of TMA and its host liver-derived cometabolite, trimethylamine-*N*-oxide, were observed when compared with a vehicle control. Next, 4-hydroxyphenylacetic acid (4-HPAA), a microbial metabolite that undergoes extensive presystemic hepatic metabolism, was administered intraportally to examine effects on hepatic gene expression. As expected, hepatic levels of 4-HPAA were elevated when compared with the control group while peripheral plasma 4-HPAA levels remained the same. Moreover, significant changes in the hepatic transcriptome were revealed by an unbiased RNA-Seq approach. Collectively, to our knowledge this work describes a novel method for administering gut microbe–derived metabolites via the portal vein, mimicking their physiologic delivery in vivo.

## Introduction

Recent efforts have underscored the importance of the gut microbial community as a meta-endocrine organ, impacting host physiology through systemic delivery of gut-microbial metabolites (1). Microbial metabolites are first delivered to the liver via the portal vein, following venous drainage of the gastrointestinal tract. This route of absorption is often crucial, allowing the liver to biotransform these molecules prior to entering the peripheral circulation. Microbial metabolites are frequently studied in animal models by incorporation into diet or drinking water. This method falls short as inconsistent oral intake, inconsistent gastrointestinal absorption, and further modification of the metabolite by gut microbes yield imprecise levels of drug delivery. In efforts to overcome this, the physiological impact of microbial metabolites is often studied by intermittent exogenous administration of a metabolite in a nonphysiologically relevant manner, such as i.v. injection, i.p. injection, or s.c. administration, all placing a relatively large proportion of the metabolite directly into the peripheral circulation. Although these approaches can effectively raise circulating metabolites levels in some cases, they do not mimic the natural delivery of gut microbial–derived small molecules through the portal circulation to the liver. To our knowledge, we describe here a novel surgical method to continuously deliver precise amounts of gut microbial metabolites intraportally to better recapitulate the natural systemic delivery route of microbial metabolites to the liver. This model will improve the interrogation of gut microbial metabolites and their associations to disease by providing an unmatched level of control when manipulating the portal blood metabolome.

Gut microbes are key modulators of human physiology and are appreciated as primary producers of metabolites that have been shown to impact human health (2). Disease states, including cardiovascular disease, chronic kidney disease, diabetes, cancer, and cancer therapeutic efficacy, all contain a demonstrable microbial metabolite component (3–7). However, most mechanisms by which gut microbial metabolites impact the host are poorly understood. Furthermore, a limiting factor in the mechanistic interrogation of microbial metabolites is the lack of physiologically relevant delivery mechanisms.

The canonical route of absorption for molecules originating from the gastrointestinal tract is venous drainage via the portal vein to the liver. This route of absorption is often crucial by allowing the liver to biotransform these molecules prior to entering the peripheral circulation. In many cases, molecules delivered via the portal vein to the liver are subjected to extensive presystemic hepatic metabolism, also known as the liver first-pass effect, such that their biotransformed products are the predominant forms seen in the peripheral circulation (8). It is appreciated that the portal blood metabolome can impact hepatic physiology in the context of numerous diseases, such as alcoholic liver disease, nonalcoholic fatty liver disease, and hepatocellular carcinoma (9, 10). As such, the administration route of gut-derived metabolites becomes critical, in which delivery of any particular metabolite should be done in a manner that recapitulates the natural in vivo delivery. Currently, common routes of administration include i.v., i.p., and s.c. injections, through intermittent oral gavage, or by incorporation into the diet or drinking water. Critically, none of these approaches ensure that the metabolite of interest remains unmodified by intestinal or gut microbial metabolism as it passes through portal circulation to the liver, in order to mimic normal physiologic conditions.

The dietary nutrients choline, phosphatidylcholine, and carnitine can serve as precursors for bacterial trimethylamine (TMA) generation, which is subject to further hepatic oxidation by flavin monooxygenases (3, 11). This 2-step meta-organismal metabolic process yields the proinflammatory, proatherosclerotic, and prothrombotic metabolite trimethylamine-*N*-oxide (TMAO) (3, 11–13). Owing to the well-studied nature of the TMA/TMAO pathway and the robust characterization of murine plasma TMA and TMAO pools, we selected TMA as a candidate molecule for a proof-of-concept study for our novel surgical procedure for continuous intraportal infusion. Additionally, TMA has a relatively low rate of first-pass hepatic metabolism, which is evident from the ability to manipulate peripheral plasma TMA through incorporation of its dietary precursors into rodent chow (11). Consequently, TMA presented itself as an ideal candidate molecule for a preliminary proof-of-concept study, given its ability to be detected in peripheral plasma resulting from low first-pass hepatic metabolism.

Gut microbial metabolism of dietary input yields a portal blood metabolome rich in microbe-derived metabolites that are delivered to the liver via portal circulation (9, 14). Polyphenols are abundant in fruits and vegetables and undergo extensive microbial metabolism (14, 15). Although polyphenolic flavonoids alone have demonstrated efficacy in the context of various inflammatory disorders (16–18), flavonoid-mediated attenuation of disease in disorders such as arthritis, obesity, and atherosclerosis has been reported to be microbe dependent (19–21). The dietary flavonol kaempferol has been described to undergo specific bacterial cleavage of its C-ring to yield a microbial flavonoid metabolite, 4-hydroxyphenylacetic acid (4-HPAA) (22, 23). Of clinical relevance, Hoyles and colleagues previously reported 4-HPAA negatively correlated with fat-free mass, waist circumference, and AUC for an oral glucose tolerance test in a study of 105 obese females originating from Spain and Italy (24). A key characteristic of 4-HPAA that warranted its inclusion in this study is that it undergoes rapid elimination following i.v. injection (25). To study a metabolite with such a short half-life, continuous delivery is required to more fully recapitulate in vivo conditions.

Here, we describe a surgical approach to continuously administer microbial and other gut-derived metabolites intraportally. We hypothesized that this technique would allow interrogation of the impact that microbial metabolites have on host physiology when delivered in a pharmacokinetically appropriate setting. Our findings suggest that the continuous intraportal infusion of TMA is sufficient to substantially raise plasma levels of both TMA and its primary hepatic metabolite TMAO in mice when compared with single-housed, sham, and saline control groups. Moreover, we demonstrate that continuous infusion of a metabolite with high first-pass metabolism, 4-HPAA, accumulates in the liver, whereas both the free and total plasma concentrations remain unchanged. Additionally, the continuous infusion of 4-HPAA is sufficient to alter the hepatic transcriptional landscape when compared with the vehicle control group.

## Results

### A surgical procedure for the continuous intraportal infusion of microbial metabolites.

The surgical procedure in its entirety is stepwise illustrated in Figure 1 and is described in detail in Methods. It is critical to ensure that strict adherence to sterile technique is maintained for the duration of the procedure given this is a survival surgery designed for long-term metabolite infusion. First, a laparotomy is performed, the intestines are externalized, the duodenum is rotated (Figure 1B), and then the left liver lobe is externalized to expose the portal vein (Figure 1C) (Supplemental Video 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.145607DS1). Next, a polyurethane catheter is advanced within the portal vein using a Teflon-coated guide wire to facilitate entry and secured to the portal vein with a microsuture (Figure 1, D–I, and Supplemental Video 2). The catheter is then externalized from the peritoneal cavity, where it is connected to a mini osmotic pump (Figure 1J and Supplemental Video 3). The osmotic pump is placed within the s.c. tissue of the interscapular space on the dorsum of the mouse, and the abdominal wall and skin are closed (Figure 1, K and L).

Portal vein cannulation was performed using saline-filled osmotic pumps and compared with sham procedure and single-housed controls to investigate its physiologic impact. No changes in body weight (Figure 2A) or food consumption (Figure 2B) were observed over 4 weeks. One week after surgery, no difference was seen in WBC or RBC counts (Figure 2, C and D), although platelet counts were found to be higher when compared with single-housed mice but not sham controls (Figure 2E). Moreover, 1 week after surgery, no observable differences in energy expenditure, ambulatory activity, or locomotor activity were observed (Supplemental Figure 1). Taken together, these data suggest the surgery is well tolerated, underscoring the resilience of *Mus* *musculus* as a model system for surgical procedures such as the one described here.

Ultrasound imaging demonstrated the tip of the cannula properly positioned within the portal vein and surrounding liver-directed laminar blood flow 1 week after surgery (Figure 3) (Supplemental Videos 4 and 5). At the completion of the experiment, mice were placed under isoflurane anesthesia, and saline was gently injected through the cannula to ensure catheter patency and position (Supplemental Video 6).

### Continuous infusion of TMA provides proof of concept for the surgical procedure.

As a preliminary proof of concept, we administered TMA continuously for 4 weeks in both male (Figure 4, A and B) and female (Figure 4, C and D) C57BL/6 mice. As recovery after surgery requires each mouse to be single-housed, we included a single-housed control group (SH) when measuring plasma TMA and TMAO. Additionally, we included sham procedure control animals that were opened via midline laparotomy and had their portal vein dissected but not cannulated (Sham). We also included control animals that had their portal vein cannulated and received normal saline from the osmotic pump for the duration of the study (NS). As expected, the continuous intraportal infusion of TMA over 4 weeks led to a marked increase in peripheral plasma TMA levels in male mice when compared with saline control animals as measured by liquid chromatography with on-line tandem mass spectrometry (LC-MS/MS) (Figure 4A), although peripheral plasma TMAO was only slightly elevated (Figure 4B). Conversely, female mice had only slightly higher peripheral plasma concentration of TMA (Figure 4C) with markedly higher peripheral plasma levels of the host liver-derived cometabolite TMAO (Figure 4D). These data are further corroborated by previous studies demonstrating that female mice have a more than 1000-fold higher expression of flavin monooxygenase 3 (FMO3), the main enzyme in the liver responsible for the conversion of TMA to TMAO (3, 26). Hence, the higher TMA/TMAO ratio in males and concomitantly lower TMA/TMAO ratio in females was expected. Collectively, these data provide proof of concept that the surgical model of continuous intraportal infusion of microbial metabolites is feasible.

### Continuous infusion of 4-HPAA — a microbe-derived metabolite with high first-pass hepatic metabolism.

Next, we sought to determine the efficacy of our surgical model using a metabolite with a rapid rate of hepatic clearance, 4-HPAA. Osmotic pumps with either normal saline or 4-HPAA dissolved in normal saline (Figure 5A) were implanted following the surgical procedure previously outlined and were allowed to continuously infuse their contents for 2 weeks (Figure 5B). As expected, owing to the previously reported rapid clearance of 4-HPAA (25), we did not observe any difference in either free or glucuronidated/sulfated (Glu/Sul) levels of 4-HPAA in peripheral plasma between normal saline and 4-HPAA groups (Figure 5C). Moreover, we gained insight into the overall circulating pool of 4-HPAA, where it was observed that 4-HPAA in plasma is either Glu/Sul as measured by LC-MS/MS (Figure 5C).

The liver is uniquely positioned to act as a central player in metabolite-mediated gut-liver crosstalk and ultimately controls the fate of many gut-derived metabolites. In support of this concept, a significant accumulation of free and Glu/Sul 4-HPAA was observed in the livers of mice receiving 4-HPAA compared with control mice (Figure 5D). In summary, these data suggest that much of the circulating 4-HPAA pool is Glu/Sul, plasma levels of 4-HPAA cannot be raised owing to rapid hepatic clearance, and that accumulation of 4-HPAA occurs in the liver after continuous intraportal infusion.

To determine the effect of 4-HPAA on biomarkers of hepatic injury, plasma aspartate transaminase (AST) and alanine transaminase (ALT) were measured after 2 weeks of intraportal delivery of either saline or 4-HPAA and compared with single-housed mice (Supplemental Figure 2). Intraportal cannulation itself does not increase AST or ALT levels when compared with a single-housed mouse. Consistent with previous studies highlighting 4-HPAA as a hepatoprotective molecule, ALT was significantly reduced in 4-HPAA–treated mice when compared with single-housed mice (Supplemental Figure 2B) (27).

### Physiologic administration of 4-HPAA into the portal vein alters the transcriptional landscape of the liver.

Since 4-HPAA administration resulted in increased levels in the liver, we studied the local effects of the compound. We performed unbiased RNA sequencing in liver tissues from mice receiving continuous infusion of either saline or 4-HPAA (Figure 6). 

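Liver RNA from 4 mice infused with normal saline and 4 mice infused with 4-HPAA was sequenced after 2 weeks of infusion, as paired-end reads of 100 bp. The pumps held 55 mM 4-HPAA or normal saline and delivered 0.25 µL per hour. The authors ran kallisto, a pseudo-alignment program that shares each read among the transcripts it fits, and deposited the estimated count of each transcript in each mouse without normalization. The total estimated count per mouse ranged from 29559978 to 30673398 with normal saline (median 30294195, n = 4) and from 29603111 to 30383038 with 4-HPAA (median 29796164, n = 4), a difference within the spread of the mice (exact permutation test, two-sided, p = 0.343). The 10 genes with the most counts held between 18.4% and 20.3% of the counts of a library.

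From there, estimated counts were summed per gene by the GENCODE M21 annotation of GRCm38 and rounded to whole numbers. Of the 119414 transcripts, 116728 were matched to a gene, and the transcripts left out held between 0.703% and 1.06% of the counts of a library. The 12883 genes with at least 10 counts in every library were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. The filter on low counts, the test and the annotation are the choices that could change the numbers. Counts of 12625 genes were simulated with the depth of these libraries, each gene drawn independently. In these counts the test found 72 of 100 genes changed 2-fold and 94 of 100 genes changed 4-fold, with 12 false calls. Libraries carry replicate numbers 1 to 4 in each group. The deviations of same-numbered libraries from their group means had a mean correlation across genes of 0.239, and those of the other pairs one of -0.0783. Since the deviations cancel out within a group, the second value follows largely from the first and is no separate comparison. Among the 24 ways of pairing the libraries, 2 gave a mean as high as the same numbers did (exact permutation test, one-sided, p = 0.0833). The number of genes that passed, the genes of the paper's list and the gene sets are therefore also given with the replicate number as a block.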

Nonmetric multidimensional scaling (NMDS) and hierarchical clustering showed clear separation and predictable assignment of both saline and 4-HPAA groups (Figure 6, A and B). 

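Distances between libraries were taken over the 500 genes with the largest absolute log2 fold change between the groups, on log2 CPM. The mean distance between libraries of different groups was 1.075 times the mean distance within groups. The genes were chosen anew, by the difference between its own groups, for each of the 35 splits of the 8 libraries into 4 and 4. A ratio as large was found in 29 of the 35 (exact permutation test), and the ratios of the splits ranged from 1.052 to 1.482. Of the 8 splits that part each same-numbered pair of libraries, as the real one does, 4 had a ratio as large. Over the 500 genes with the largest variance, which were chosen without the group labels, the ratio was 0.932 (exact permutation test, p = 0.971). Libraries of different groups therefore lay closer together on average than libraries of 1 group. This test took all 35 splits and did not allow for the replicate numbers. The real split parts each same-numbered pair, so likeness within pairs could lower its ratio.

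Hierarchical clustering on the 50 genes with the smallest p put 0 of the 8 libraries on the wrong side when the tree was divided into 2 clusters. With their own 50 genes, 34 of the 35 splits also put 0 libraries on the wrong side, among them all 8 that part each same-numbered pair. On the 500 genes with the largest variance, 3 of the 8 libraries fell on the wrong side, and normal saline replicates 1 and 4 clustered with 4-HPAA replicate 4. On all genes tested, 4 libraries did, since normal saline replicate 4 and 4-HPAA replicate 4 formed a cluster of their own.

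**Figure D1:**
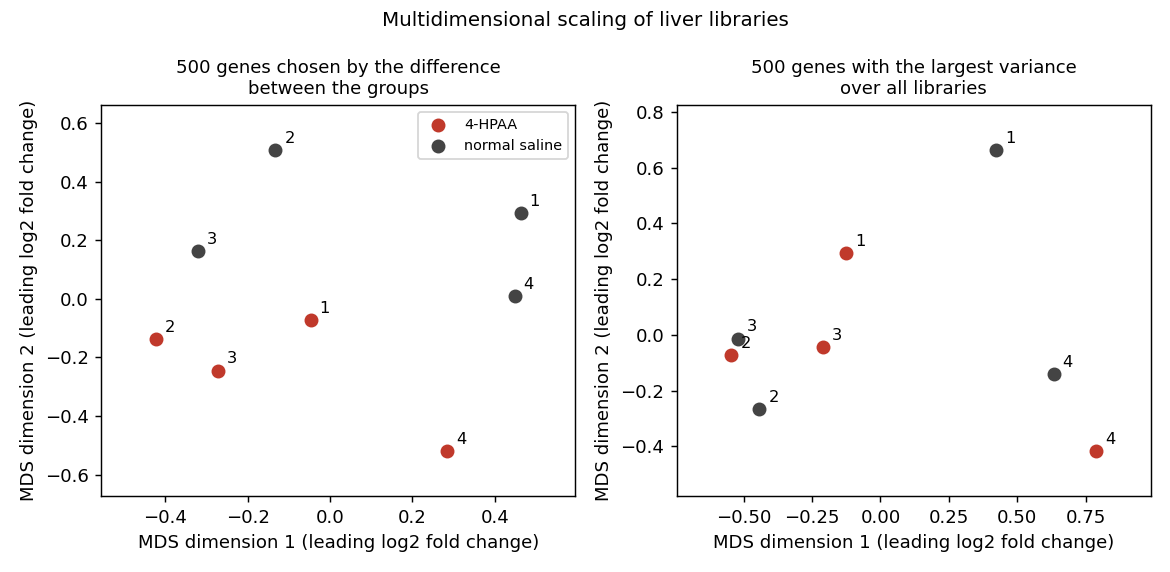
Multidimensional scaling of the 8 liver libraries, with both dimensions in units of leading log2 fold change and the replicate number beside each point (gray, normal saline; red, 4-HPAA). Over the 500 genes chosen by the difference between the groups (left), the groups lie on separate sides; over the 500 genes with the largest variance (right), replicate 4 of both groups lies at the far right, at 0.633 with normal saline and 0.787 with 4-HPAA.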

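Among the 12883 genes tested, 0 had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p under 0.05 was found for 225 genes, or 1.75%, where 5% is the share chance gives. With the replicate number as a block, 0 genes passed, 336 had an unadjusted p under 0.05, and the smallest adjusted p was 0.118. DESeq2, the tool the paper names, called 2 genes on the same counts. In 154 genes, or 1.2%, every 4-HPAA library lay above or below every normal saline library, where chance gives 2.86%.

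The 5 genes with the smallest p were Ggnbp1, Zfp36l2, Creb3l2, Irf2bpl and Cfap53, and the adjusted p of each was 1.00 (edgeR's quasi-likelihood test). Ggnbp1 (ENSMUSG00000117819, Gm50253 in the paper's supplement) lies on chromosome 17 of GRCm38 from 26973217 to 27036378. Its single transcript, whose sequence overlaps Zbtb9 and a separate entry of Ggnbp1 that could take part of its reads, was at 9.29 ± 1.06 CPM with normal saline (SD, n = 4) and 5.91 ± 0.211 CPM with 4-HPAA (SD, n = 4). This was a log2 fold change of -0.65 (standard error 0.11). Zfp36l2, which encodes a zinc finger protein, lies on chromosome 17 from 84183931 to 84187947. It rose from 33.4 ± 2.66 CPM to 56.5 ± 11.3 CPM (SD, n = 4 per group), a log2 fold change of 0.76 (standard error 0.13). DESeq2 called these 2 genes, each with an adjusted p of 0.00401. Creb3l2 rose by 0.36 and Irf2bpl by 0.43 on the log2 scale, and Cfap53 fell by 1.18 on that scale (standard errors 0.07, 0.10 and 0.28). In each of the 5 genes, which were chosen for their small p, the libraries of the 2 groups did not overlap. With each library left out in turn, the log2 fold change of Ggnbp1 stayed between -0.72 and -0.60 and that of Zfp36l2 between 0.63 and 0.86.

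**Figure D2:**
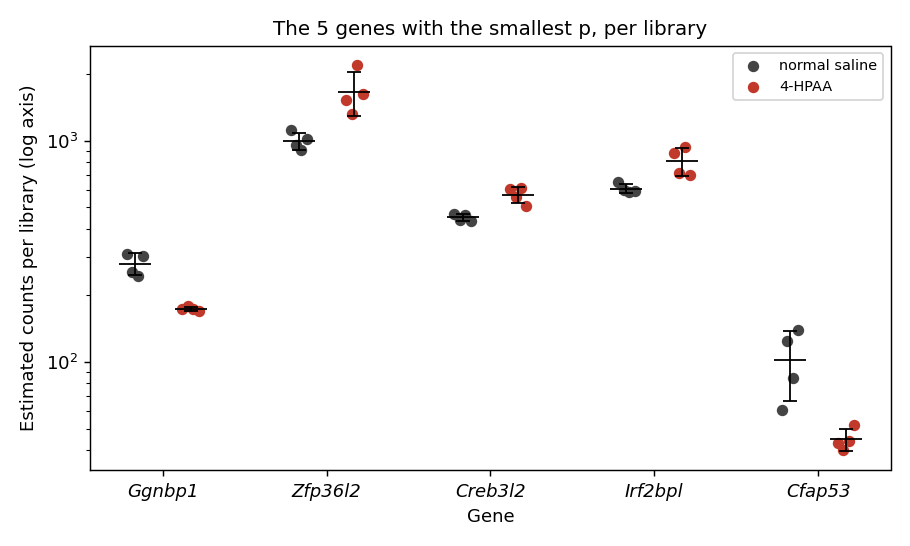
Estimated counts per library of the 5 genes with the smallest p, on a log axis (gray, normal saline; red, 4-HPAA; bars, mean ± SD, n = 4 per group). Zfp36l2 ranges from 911 to 1117 estimated counts with normal saline and from 1318 to 2198 with 4-HPAA.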

The continuous infusion of this single microbial metabolite caused marked global hepatic transcriptional changes when compared with the normal saline control (Figure 6C). 

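In Supplemental Data Set 1 the paper gives 59 genes as higher and 57 as lower with 4-HPAA at an adjusted p under 0.05. Of these, 79 had at least 10 counts in every library and were tested, and 35 others had fewer in some library. Of the 79 genes, 43 changed in the paper's direction and 36 in the opposite direction (exact sign test, two-sided, p = 0.500). An unadjusted p under 0.05 was found for 4 of them, 3 in the paper's direction. None had an adjusted p under 0.05 over all genes tested. Adjusted over the list alone, 1 gene passed, Ggnbp1 (adjusted p = 0.0102, edgeR's quasi-likelihood test), and since the list is the paper's own calls on these mice this shows no stability. With the replicate number as a block, 43 of the 79 again changed in the paper's direction and 0 passed over all genes. With a filter of 10 summed counts, or with none, 114 genes of the list were tested and 64 changed in the paper's direction. Of these 114, 10 had an unadjusted p under 0.05, 7 of them in the paper's direction, and 0 passed over all genes (edgeR's quasi-likelihood test). The median absolute log2 fold change of the 79 genes was 0.08, against 0.07 over all genes tested. For the same 79 genes the median of the paper's reported values is 1.61.

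Hnrnpab (ENSMUSG00000020358), which has the smallest adjusted p in the paper's supplement, lies on chromosome 11 of GRCm38 from 51600100 to 51606847, where Phykpl overlaps it on the other strand. It was at 94.0 ± 5.58 CPM with normal saline and 105 ± 12.8 CPM with 4-HPAA (SD, n = 4 per group), a log2 fold change of 0.15 (standard error 0.10, adjusted p = 1.00, edgeR's quasi-likelihood test). Normal saline replicate 1, at 102 CPM, lay above the rest of its group, at 90.1 to 91.9 CPM. The paper's reported log2 fold change is 3.18. Of its 3 transcripts, ENSMUST00000101249 held 151 ± 21.2 estimated counts with normal saline and 90.7 ± 7.54 with 4-HPAA (SD, n = 4 per group), a log2 fold change of -0.71 (standard error 0.16, adjusted p = 1.00 over 25977 transcripts, edgeR's quasi-likelihood test). The more abundant transcripts changed the other way, ENSMUST00000109103 from 1088 ± 62.2 to 1332 ± 197 estimated counts and ENSMUST00000074669 from 1583 ± 178 to 1668 ± 242 (SD, n = 4 per group). Their log2 fold changes were 0.32 and 0.11 (standard errors 0.11 and 0.12, adjusted p = 1.00 for each, edgeR's quasi-likelihood test).

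**Figure D3:**
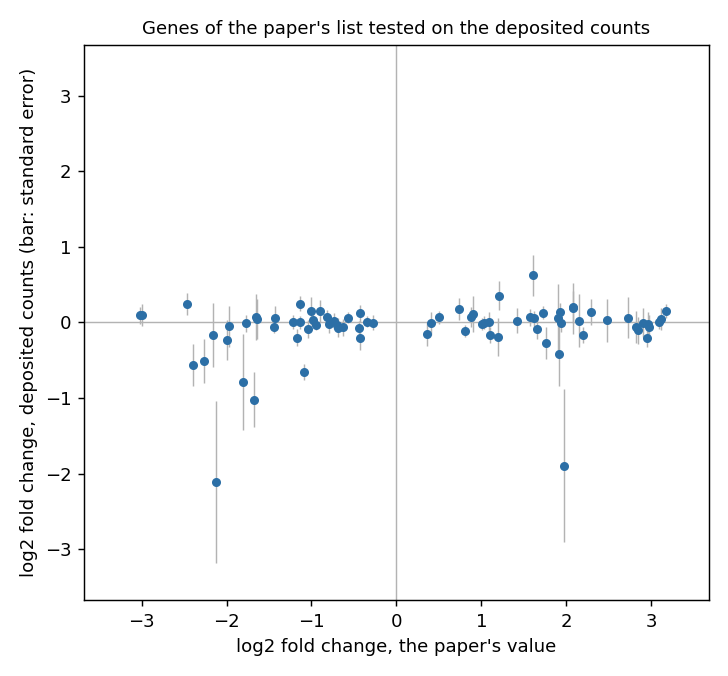
Log2 fold change of the 79 tested genes of the paper's list, with the paper's value on the x axis and the value from the deposited counts on the y axis (points, genes; bars, standard error). The deposited counts give values from -2.11 to 0.63, and 3 of the 79 genes have an absolute value of 1 or more, against 57 by the paper's values.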

In total, 116 genes were differentially expressed between normal saline control and 4-HPAA–treated mice (Supplemental Data File 1). 4-HPAA has been previously reported to mediate lipid metabolism and the resolution of inflammation (27, 28). Consistent with these findings, our hepatic RNA sequencing data implicate 4-HPAA in the regulation of lipid metabolism and NF-κB signaling (Figure 6D). 

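Lipid metabolism and NF-κB signaling were examined as sets of genes listed by hand before the counts were seen, with camera, a limma test that takes the correlation between genes into account. The mean log2 difference between 4-HPAA and normal saline was -0.05 over the 73 tested genes of lipid metabolism (adjusted p = 0.995 over 16 sets, camera) and -0.01 over the 43 tested genes of NF-κB signaling (adjusted p = 0.995, camera). The direction of both sets turned without normal saline replicate 1, and that of NF-κB signaling also without 4-HPAA replicate 4. With the replicate number as a block, the adjusted p of both was 0.992 (camera). Of the lipid genes, 38 were higher and 35 lower with 4-HPAA, and their log2 fold changes ranged from -0.65 to 0.52. In the NF-κB set, 23 genes were higher and 20 lower, from -1.02 to 0.36.

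Cholesterol synthesis had the largest mean difference of the metabolic sets, -0.20 over 22 genes, of which 20 were lower with 4-HPAA (adjusted p = 0.995, and 0.334 with the replicate block, camera). The mean difference of this set was -0.29 without 4-HPAA replicate 1 and -0.10 without 4-HPAA replicate 3, the extremes with each library left out in turn. With a fixed correlation of 0.01 between genes in place of the estimated one, its adjusted p was 9.43e-06 (camera). An exact permutation test of the set mean over the mice gave p = 0.286. Among the genes of the paper's list with a role in lipid metabolism, Cyp3a11 was at 3231 ± 494 CPM with normal saline and 3837 ± 534 CPM with 4-HPAA (SD, n = 4 per group), a log2 fold change of 0.25 (standard error 0.14, adjusted p = 1.00, edgeR's quasi-likelihood test). Cyp3a11 belongs to a family of close paralogs among which kallisto could have divided its reads. Abca8a also rose by 0.25 on the log2 scale (standard error 0.10) and Pemt fell by 0.07 (standard error 0.12). Cyp26a1 had the largest change of the 9 such genes tested, -0.78 (standard error 0.64), in the paper's direction. It turned to 0.48 without normal saline replicate 1. Among the genes of the list with a role in NF-κB signaling, Gadd45b had the largest change, from 1.83 ± 1.04 CPM to 0.901 ± 0.184 CPM (SD, n = 4 per group), a log2 fold change of -1.02 (standard error 0.37, adjusted p = 1.00, edgeR's quasi-likelihood test). Normal saline replicate 1 held 104 of its counts, against 31 to 52 in the rest of that group, and without that library the log2 fold change was -0.56. Hmgb1 changed by -0.02 (standard error 0.08) and Nqo1 by -0.07 (standard error 0.21), both less than their standard errors, and the direction of each depended on which library was left out.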

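Over the genes tested, the correlation of log2 CPM between libraries ranged from 0.983 to 0.989 within normal saline (6 pairs), from 0.980 to 0.990 within 4-HPAA (6 pairs) and from 0.980 to 0.994 between the groups (16 pairs). These are correlations across genes, which are not independent replicates. The medians were 0.985, 0.987 and 0.988. In its line of reasoning the paper goes from the separation of the groups by scaling and clustering, through the differentially expressed genes, to the ontology terms of the top genes (Fig. 6), and from these it proposes an effect of 4-HPAA on hepatic transcription.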

Taken together, these data suggest that the administration of a single microbial metabolite, 4-HPAA, is sufficient to alter the hepatic transcriptional landscape, providing the first clues into how the gut microbe–derived metabolite 4-HPAA can impact host liver gene expression.

## Discussion

Attempts to achieve long-term access to the portal circulation for continuous infusion or interval bolus administration have received attention over the last few decades. Although mice are the most commonly used vertebrate in research, there are few examples of long-term administration of compounds into the portal circulation given the small size and fragility of the mouse portal vein. Rather, most portal vein cannulations are performed in larger rat and porcine models (29, 30). To our knowledge, our surgical technique is the first to use an indwelling pump along with portal vein cannulation to achieve continuous infusion over extended time periods. Additionally, the only 2 papers to describe portal vein continuous infusion in mice use an external swivel wheel and syringe pump with 5-foot-long catheter tubing and infusion rate of 6 mL/day (1000-fold higher than our model) (31, 32). That model, along with all others describing portal vein cannulation for interval bolus administration, does not perform a confirmation procedure at necropsy to ensure proper intraportal position of the catheter tip (33–35). This is crucial as slight pressure on the sidewall of the portal vein will lead to erosion of the catheter into the vein sidewall or adjacent tissues. Additionally, all other models employ the i.p. use of surgical glue at the catheter — portal vein insertion side, although glue is often nonsterile, produces an inflammatory reaction with dense adhesion formation, and affects gut peristalsis if accidentally applied on bowel (36). However, the use of surgical glue in this model may prevent catheter dislodgement over time and be a helpful adjunct to ensure proper maintenance of intraportal cannula position for long-term studies.

We believe the method described here of portal vein cannulation and continuous infusion is novel in its ability to achieve precise administration of microbial metabolites in a physiologically relevant way. Although the discussion of pharmacokinetic experimental design aimed at liver metabolism is outside the scope of this discussion, a necessary precursory step of this model involves understanding a metabolite’s rate of hepatic first-pass metabolism, volume of distribution, half-life, clearance and elimination, peripheral plasma concentration, portal plasma concentration, and possibly liver tissue concentration in order to assess its suitability for this model and to properly calculate the necessary infusion to achieve a desired concentration change. Achieving long-term patency and the proper intraportal position of the catheter is technically challenging, and it is the hope of the authors that the detail provided here will allow its more widespread use. The extensive s.c. dissection, length of surgery (approximately 50 minutes), and need to single-house animals should increase the thoughtfulness paid to a metabolite’s suitability for this technique (e.g., rapid hepatic first-pass metabolism and involvement in enterohepatic circulation). These confounding factors also support the role of this method as an adjunct to traditional methods of drug administration, such as oral feeding or gavage, i.p. injection or infusion, and i.v. injection or infusion when possible.

The method described here provides the ability to study microbial metabolite-mediated gut-liver crosstalk, with an unparalleled level of resolution in a physiologically relevant manner. Two microbial metabolites were administered to illustrate the model’s utility and to highlight the importance of liver first-pass metabolism when examining microbial metabolite connections to host physiology and disease. Hepatic first-pass metabolism (also known as liver first-pass effect) refers to the degree to which a molecule delivered to the liver via the portal vein is transformed prior to entrance into the systemic circulation (8). The higher a molecule’s first-pass metabolism, the lower peripheral extrahepatic tissue exposure. Hence, administration of gut-derived microbial metabolites with high first-pass metabolism benefit from portal vein delivery as peripheral (e.g., i.v., and s.c.) administration is nonphysiologic. Trimethylamine is a well-characterized microbial metabolite and of strong interest in our laboratory (13, 37–40). TMA’s conversion to TMAO is predominantly catalyzed by hepatic FMO3, and, therefore, undergoes a degree of liver first-pass metabolism. Pharmacokinetic studies investigating TMA metabolism performed in male Wistar rats observed a 2-hour half-life and relatively low liver first-pass metabolism, demonstrating most of the TMA within the portal vein is delivered to the systemic circulation (41, 42). As such, portal vein delivery of TMA increases peripheral plasma concentrations, making it well suited for a proof-of-concept experiment. We observed appreciable rises in both TMA and TMAO peripheral plasma concentrations when administered via portal vein to 8-week-old C57BL/6 male and female mice (Figure 4). It is also important to note that plasma TMA and TMAO levels were sexually dimorphic, which is in agreement with previous reports (3, 26).

The metabolite 4-HPAA is one of several phenolic acids generated from gut microbial polyphenol and amino acid metabolism (22, 23). Preliminary studies demonstrated its relatively high hepatic first-pass effect (data not shown), with an appreciable proportion undergoing glucuronidation or sulfation. As such, 4-HPAA would greatly benefit from portal vein over peripheral administration. As expected, 4-HPAA administration did not produce differences in peripheral-free or Glu/Sul fractions of 4-HPAA compared with normal saline vehicle controls (Figure 5C). However, liver levels of total 4-HPAA were increased (Figure 5D). These results highlight the importance of direct intraportal delivery to achieve a physiologically relevant model.

The study of gut microbes in human health and disease is rapidly expanding. Portal vein delivery and hepatic first-pass metabolism is a fundamental aspect of many gut microbe–derived metabolites. This method will allow for interrogation of gut microbial metabolites and their links to disease in genetically tractable mouse models. Leveraging this portal vein infusion approach in mice genetically lacking suspected host receptors will be a powerful manner to identify new microbe host signaling pathways relevant to disease pathogenesis (43). A special related application of this method is the interrogation of bacterial and host lipid signaling given their rapid metabolism when delivered from the gut to liver, making i.p. and other forms of systemic administration less relevant. Other pharmacokinetic and xenobiotic metabolism beyond only microbe-derived metabolite studies will also benefit from applications of this technique. The enterohepatic circulation involves a unique niche of portal vein-enriched metabolites often mediating gut-liver crosstalk to generate vast and largely understudied physiologic effects. This surgical approach will be especially useful in selectively modifying metabolites in this portal blood niche to examine the long-term changes in mouse models of disease.

## Methods

Note that strict adherence to sterile technique is crucial, as contamination may compromise pump and catheter contents.

### Specialized materials.

Specialized materials include a Leica Wild M650 surgical microscope (operation was performed under ×6 to ×25 magnification); a tabletop rodent anesthesia machine with chamber and nose cone (Parkland Scientific, V3000PK); a rat intrathecal catheter (short) (Alzet, 0007741; distal most flexible portion is 0.36 mm outer diameter [OD], 0.18 mm inner diameter [ID]; middle less flexible portion is 0.84 mm OD, 0.36 mm ID; proximal least flexible portion is 1.02 OD, 0.61 mm ID) (the catheter includes a Teflon-coated stylet/guide wire; note that smaller diameter catheters led to clot formation within the catheter tip lumen); polyethylene tubing (Alzet, 0007750); an osmotic pump (Alzet, 2004, with a rate of infusion 0.25 μL/h, up to 4 weeks duration); an infrared warming pad (Kent Scientific, DCT-15); 10-0 nylon micro suture (AroSurgical, T04A10N07-13); 4.75 x 4 inch transparent film dressing (3M Tegaderm, 1626W); and small drape with adhesive aperture (3M, 1092).

### Filling and priming of osmotic pump.

The procedure used for filling and priming of the osmotic pump is as follows. A sterile drape was laid within a laminar flow hood. The osmotic pump, polyethylene tubing, and filler needle (provided by Alzet) were placed on the drape, along with a 1 mL syringe. A vial of solution was opened. Sterile gloves were donned. The flow modulator portion of the osmotic pump was removed. Using the syringe and filler needle (ensure no air bubbles are within the needle or syringe), the osmotic pump was slowly filled, and the precise amount of the solution documented. The flow modulator was reinserted. The polyethylene tubing was attached (not the catheter) to the pump. The pump with attached tubing was placed in a small saline-filled beaker, ensuring the pump was completely immersed. The tubing was draped over the side of the beaker, and then the beaker was covered with aluminum foil and placed in a 37°C incubator for 40 hours (specific to pump model 2004).

### Surgical method.

Surgical procedures were performed as follows. (Step 1) Induction of anesthesia was achieved with 3%–4% isoflurane. (Step 2) The abdomen and flank of the mouse were shaved, and then sterile eye ointment was applied. (Step 3) The mouse was placed on an infrared warming pad. Anesthesia was maintained with 2%–3% isoflurane administered via nose cone. The mouse was secured to the warming pad with silk tape. Note that the upper extremities should be taped anterior on the nose cone to allow room for later placement of the osmotic pump in the interscapular space. (Step 4) The abdomen was sterilized using 10% betadine and 70% ethanol. Buprenorphine 0.1 mg/kg was administered s.c. Bupivacaine 6 mg/kg was administered s.c. along the planned incision. (Step 5) A sterile transparent adhesive film and procedure drape were applied (see *Specialized materials*). (Step 6) The catheter and instruments were placed on the field. The catheter was prepared by cutting the distal, smallest diameter portion to about 2.5 cm, or one-third the length of the mouse. The guide wire was then cut to be slightly longer than the catheter and placed within the catheter lumen to protrude about 1 mm from its distal tip. (See Supplemental Video 1 for the following 5 steps.)

(Step 7) We next made a midline vertical skin incision, and the surrounding s.c. plane was dissected to aid with exposure. (Step 8) The s.c. plane of the right lower quadrant was dissected free. A curved hemostat was then used to dissect the s.c. plane from the right lower quadrant to the interscapular space on the dorsal side of the mouse; minimal resistance should be encountered. Then, a stitch using 6-0 silk suture was placed within the dermis of the right flank, and its tails were left long to be used as a future catheter anchor stitch. (Step 9) A laparotomy was performed from the suprapubic region to the xiphoid process, dissecting the xiphoid free of its lateral attachments. (Step 10) The intestines were externalized leftward and wrapped in moistened gauze (Figure 1B). Note that prevention of twisting of the mesentery is essential to maintain intestinal arterial and venous flow. A stitch using a 6-0 silk suture was placed on the peritoneal/interior side of the left lower quadrant abdominal wall, and its tails were left long to be used as a future catheter anchor stitch. (Step 11) The duodenum was rotated laterally to expose the portal vein (Figure 1B). The left lobe of the liver was externalized superiorly over the xiphoid process and held in place with moistened gauze to expose the liver hilum (Figure 1C). Note that a moistened gauze and the pressure of a curved hemostat on the duodenum may aid in maintaining exposure. Additionally, a 4-hour fast (withholding diet but not water) prior to surgery may decrease gastric and bowel distention and aid exposure. (See Supplemental Video 2 for the following 8 steps.)

(Step 12) The portal vein was then carefully dissected near the splenic vein–superior mesenteric vein confluence. A vessel loop was placed just distal to the confluence using 6-0 silk suture and left loose. Note that care should be taken to minimize violation of the pancreas. (Step 13) Approximately 3 mm distal to the vessel loop, a stitch was placed in the anterior one-fourth of the portal vein using a 10-0 nylon micro suture (Figure 1, D and E). The suture tails and needle were not cut. Note that the distal portal vein may be gently compressed with forceps to dilate the vein proximally and assist with placement of this stitch. (Step 14) The needle of the prior step was then passed through the anterior one-fourth of the portal vein 1 mm proximal to the stitch placed in the previous step (Figure 1F). No knot was tied. (Step 15) The vessel loop was gently pulled inferiorly to occlude flow and produce slight tension on the vein. The catheter guide wire apparatus was inserted between the stitch and suture placed in the previous 2 steps (Figure 1G). Note that the point of insertion should be distal to the insertion of the splenic vein to reduce turbulent flow and the risk of vessel thrombosis. The catheter was advanced about 5 mm, and the guide wire was retracted about 1 cm. Note that the knot placed in the preceding step may be retracted anteriorly slightly to aid in catheter guide wire insertion. Minimal bleeding should occur around the catheter insertion site. (Step 16) The catheter was pulled back such that its tip protruded approximately 3 mm within the vein. Note that further insertion of the cannula increases the risk of clot formation and portal vein occlusion. The free ends of suture in the preceding steps were tied to secure the portal vein around the catheter with such force to slightly crimp the catheter (Figure 1H). The vessel loop was loosened and cut. Note that portal vein occlusion time should be under 5 minutes. Additionally, surgical glue may be used to secure the catheter in place of micro suture, although glue is often nonsterile, produces an inflammatory reaction with dense adhesion formation, and affects gut peristalsis if accidentally applied on bowel. However, the use of surgical glue may prevent catheter dislodgement over time and be a helpful adjunct to ensure proper maintenance of intraportal cannula position for long-term studies. (Step 17) The free tails of the suture from the preceding step were wrapped around the catheter twice and tied to create a “Chinese finger trap” effect (Figure 1I). (Step 18) Two stitches were placed to anchor the catheter to the mesentery of the duodenum (Figure 1J). The mesentery should be freed from any retraction, and no tension should be present on the catheter–portal vein junction; otherwise, the position of the mesentery anchor stitches should be adjusted. The catheter should take a path parallel to the natural trajectory of the portal vein, as pressure of the catheter against the sidewall of the portal vein will lead to erosion into the vein sidewall or adjacent tissues. Note that glue may be used in place of suture to anchor the catheter along the duodenal mesentery, although glue has the aforementioned disadvantages. (Step 19) Then, the guide wire was fully removed. A 22-gauge needle attached to a 1 mL syringe was placed in the lumen of the catheter. Blood was aspirated to remove air from the catheter. About 100 μL saline was then slowly infused to clear the catheter of blood, and the catheter was clamped at its proximal position. (See Supplemental Video 3 for the following 6 steps.)

(Step 20) The 22-gauge needle was used to pierce the external left lower quadrant of the abdominal wall (not including the skin) near the anchor stitch placed previously. The catheter was then pulled over the needle, and the needle-catheter was withdrawn to achieve externalization of the catheter from the left lower quadrant (Figure 1J). Note that the final orientation of the catheter should be such that no twists are present along its trajectory into the portal vein. The catheter was clamped at its proximal position, and the anchor stitch was then tied around the catheter to secure it to the abdominal wall. (Step 21) The duodenum, intestines, and then liver should be placed back into the abdomen in proper anatomic orientation. Final catheter patency and position were checked using the 22-gauge needle to gently aspirate portal blood and ensure smooth infusion of saline. The catheter was again clamped and attached to the osmotic pump. Note that slight retrograde portal blood flow into the distal one-third of the catheter was often observed and will not clot the catheter. (Step 22) Ketoprofen (5 mg/kg) was then administered into the peritoneal cavity, along with 0.5–1 mL saline to replace evaporative losses and any blood loss. (Step 23) The abdominal wall was closed with a simple continuous 6-0 polydioxanone suture, and the suture tails of the inferior aspect of the closure left long. The catheter then wrapped across midline and anchored using the suture tails from the inferior aspect of the abdominal wall closure (Figure 1K). (Step 24) The osmotic pump was placed in the interscapular s.c. space using the tunnel created previously (Figure 1, K and L), and secured with the anchor stitch placed previously. (Step 25) Next, the skin was closed in an interrupted horizontal-mattress fashion using a 5-0 polypropylene suture (Figure 1L).

### Postoperative monitoring and care.

Postoperative monitoring and care were performed as follows. The mouse was placed on a warming pad to recover and then single-housed to decrease chance of catheter displacement. Water and food were immediately offered, and moistened food pellets were placed on the cage floor. Buprenorphine 0.1 mg/kg was administered s.c. on the evening of surgery, and twice daily on postoperative days 1 and 2. Scruffing should be avoided to avoid worsening incisional pain, and displacement of the pump and catheter; rather, s.c. injection on the left dorsum of the mouse may be used for medication administration. Twice daily monitoring for 3 days and daily monitoring for 14 days are recommended. Special attention should be paid to pain status, activity level, hydration status, incision integrity, pump location, and passage of feces. Signs of distress such as severe pain and markedly decreased activity suggest portal vein occlusion, in which case immediate euthanasia should be performed. Sutures were removed after 14 days.

### Necropsy method.

(See Supplemental Video 6.) Induction and maintenance of anesthesia was achieved with 4% and 2% isoflurane, respectively. Adequate depth of anesthesia was confirmed by no response to toe pinch. Isoflurane anesthesia was maintained with a nose cone device, and the mouse was secured to a necropsy board. Both a laparotomy and thoracotomy were performed. Blood collection via cardiac puncture was performed. However, note that this should be performed prior to testing catheter placement and patency. The catheter was then dissected free and cut transversely near the inferior aspect of the previous abdominal wall closure. A 26-gauge needle attached to a 1 mL syringe of normal saline (devoid of air) was placed within the distal lumen of the freshly cut catheter. Saline was gently injected using forceps to compress the catheter tubing around the catheter. If the catheter is patent and its tip correctly within the portal vein, the liver parenchyma will blanch. The remainder of the necropsy and tissue collection was at the discretion of the surgeon, although the catheter tip location, portal vein, liver hilum, pancreas, and mesentery of the duodenum should be inspected for any abnormalities. The amount of solution within the osmotic pump should be documented and compared with the amount of solution originally used to fill the pump. Additionally, pump contents may be taken at this point for analysis to ensure integrity of the solution over the study period.

### Animals.

Eight- to ten-week-old male and female C57BL/6J mice were purchased from The Jackson Laboratory and housed under specific pathogen-free conditions at the Biological Resources Unit within the Cleveland Clinic Lerner Research Institute. Mice were given standard rodent chow and drinking water ad libitum. Induction and maintenance of anesthesia were achieved with 4% and 2% isoflurane, respectively. After surgery, mice were single-housed and given standard rodent chow and drinking water ad libitum. Perioperative mortality was less than 10%.

### Reagents.

Trimethylamine hydrochloride (MilliporeSigma; T72761) and 4-HPAA (Alfa Aesar; A15018) were dissolved in 0.9% normal saline (Baxter; 2F7124) at 9.87 M and 55 mM, respectively. These concentrations were based on flow rate and pharmacokinetic calculations aimed to raise plasma concentrations above the normal physiologic level. Before loading into the osmotic pump, each metabolite suspension was sterilized using a 22 μm pore vacuum filtration system.

### Oxymax/Comprehensive Animal Monitoring System metabolic cage studies.

For indirect calorimetry studies and activity monitoring, mice (*n* = 12) were single-housed in the Oxymax/Comprehensive Animal Monitoring System metabolic cage monitoring system (Columbus Instruments). The animals were allowed to acclimate for 24 hours at room temperature (23°C) before 48 hours of continuous data monitoring. Energy expenditure, ambulatory activity, and locomotor activity data were recorded.

### Ultrasound.

A Vevo 2100 (Visual Sonics) ultrasound was used for ultrasound imaging. Induction and maintenance of anesthesia was achieved with 4% and 2% isoflurane, respectively. After placement of the mouse on a warmed platform, hair removal cream was applied and gently removed with a paper towel and liberal application of sterile water. Ultrasound gel was applied, and an MS550S transducer used to image the portal vein and catheter within. Doppler imaging may be used to determine blood flow directionality, as well as turbulence around the catheter. After imaging was complete, the ultrasound gel was removed, and the mouse placed in a cage on top of a warming pad until awake and recovered.

### Quantification of TMA and TMAO in acidified plasma.

Stable isotope dilution high-performance LC-MS/MS was used for quantification of TMA and TMAO levels as previously described (3, 44). Their d9(methyl)-isotopologues, d9-TMA and d9-TMAO, were spiked into plasma as internal standards. LC-MS/MS analyses were performed on a Shimadzu 8050 triple quadrupole mass spectrometer. TMA, TMAO, d9-TMA, and d9-TMAO were monitored using multiple reaction monitoring of precursor and characteristic product ions as follows: *m/z* 60.2 **→** 44.2 for TMA; *m/z* 69.0 **→** 49.1 for d9-TMA; *m/z* 76.0 **→** 58.1 for TMAO; and *m/z* 85.0 **→** 66.2 for d9-TMAO.

### Sample preparation and quantification of 4-HPAA.

To deconjugate plasma samples, 20 μL was treated with β-glucuronidase/arylsulfatase obtained from *Helix pomatia* according to the manufacturer’s recommendation (Roche; 10127698001). Liver was extracted by homogenizing a piece of liver with 1 mm stainless steel beads at 30 Hz for 5 minutes in methanol + 0.1% acetic acid. The organic liver extract (20 μL) was dried down under vacuum and resuspended in 20 μL 0.1 M acetate buffer (pH 5.5) and deconjugated according to the manufacturer’s recommendation as previously outlined. Stable isotope dilution HPLC with LC-MS/MS was used for quantification of levels of 4-HPAA in plasma, liver, and osmotic pump contents following necropsy. The d6(methyl)-isotopologue of 4-HPAA was used as an internal standard (CDN Isotopes; D-7842). LC-MS/MS analyses were performed using an AB SCIEX Q-Trap 4000 triple quadrupole mass spectrometer equipped with an electrospray ionization source operating in negative ion mode. 4-HPAA was monitored using multiple reaction monitoring of precursor and characteristic product ions as follows: *m/z* 151.2 **→** 107.0 for 4-HPAA; *m/z* 157.2 **→** 113.0 for d6-4-HPAA. Mass spectrometry parameters were as follows: ions spray voltage –4200 V, ion source heater temperature 400°C, source gas 1 20 psi, source gas 2 30 psi, and curtain gas 20 psi. Nitrogen gas was used for the nebulizer, curtain, and collision gas. The HPLC system consisted of 4 binary pumps (LC-20 AD), autosampler operating at 10°C (Nexera X2 SIL-30AC), and controller (CBM-20A) (Shimadzu Scientific Instruments Inc.). Chromatographic separations were performed on a reverse-phase column (Kinetix XB-C18, 2.6 μm, 150 mm × 4.6 mm ID; Phenomenex, 00F-4496-E0). Mobile phase A was 5 mM ammonium acetate, and 0.1% acetic acid in water and mobile phase B was 0.1% acetic acid in methanol/acetonitrile (9:1; v/v). Samples were injected (10 μL) onto the column equilibrated in 100% A, and separated using a gradient as follows: 0–4 minutes 0% B, 4–20 minutes 0%–60% B, and 20–23 minutes 60%–100% B. Flow rate was programmed as follows: 0.3 mL/min. Samples were introduced to the mass spectrometer for analysis from 0–6 minutes.

### RNA sequencing in mouse tissues.

RNA was isolated via the RNeasy Plus Mini Kit (Qiagen) from mouse liver following the manufacturer’s protocol. RNA samples were checked for quality and quantity using the Bio-analyzer (Agilent). RNA-SEQ libraries were generated using the Illumina mRNA TruSEQ Directional library kit and sequenced using an Illumina NovaSeq 6000 (both according to the manufacturer’s instructions). RNA-Seq was performed by the University of Chicago Genomics Facility. Raw sequence files were deposited in the Sequence Read Archive (accession number SRP288008 under BioProject PRJNA670463). Paired-end 100 bp reads were controlled for quality with FastQC (v0.11.9, https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Concatenation of flow cells and alignment to the *Mus musculus* reference transcriptome (NCBI GRCm38.p6 transcript annotations downloaded August 2020) were performed in Galaxy (https://galaxyproject.org/) (45). Reads were aligned using the Kallisto pseudo-alignment (v0.46.0.4, https://pachterlab.github.io/kallisto/) (46) with standard parameters using Galaxy (45). Pseudo counts were loaded into R (http://www.R-project.org/; R Development Core Team, 2015), and DESeq2 (47) (v.1.28.1, https://bioconductor.org/packages/release/bioc/html/DESeq2.html) was used to perform differential expression (DE) analysis on genes with 10 counts per sample with α set to 0.05. *P* values were adjusted using the Benjamini-Hochberg method, and genes with a *P* value of less than 0.05 were considered statistically significant. Heatmaps were generated of top 50 differentially expressed transcripts using pheatmap (48) and RColorBrewer (49).NMDS analysis was performed using the plotMDS function of edgeR (50) using the top 500 DE genes as sorted by log_2_ fold change. Pathway analysis on the top 100 DE genes was performed using Metascape (51). The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (52) and are accessible through GEO (accession GSE159775; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE159775).

### Plasma AST and ALT.

Plasma AST and ALT were measured after 2 weeks of intraportal delivery of either saline or 4-HPAA and compared with single-housed mice using the Sekisui Diagnostics Kit for AST and ALT measurement (part nos. 319-30 and 318-30, respectively) following the manufacturer’s protocol.

### Hematologic analysis.

To quantify WBCs, RBCs, and platelets, 50 μL of blood was collected from the tail vein into an EDTA-coated capillary tube before transfer into a new 0.6 mL tube containing 5 μL 0.1 M EDTA. Next, the sample was diluted with 150 μL sterile-filtered 3% bovine serum albumin in PBS. The sample was then analyzed on an ADVIA 120 Hematology System (Siemens Healthcare). Cell counts were determined after correcting for the dilution factor.

### Statistics.

Statistical analysis for more than 2 groups was performed using a 1-way ANOVA with Tukey’s multiple comparisons test using Prism 8.4.3 (GraphPad). For AST and ALT measurements, *P* values were calculated using Brown-Forsythe and Welch ANOVA with Dunnett’s multiple comparisons test. *P* values of less than 0.05 were considered significant. For comparisons between 2 groups, an unpaired 2-tailed *t* test was performed using Prism 8.4.3 (GraphPad). For the metabolic cage experiment, statistical analysis for energy expenditure was calculated using the generalized linear model with total body weight as a covariate, whereas ambulatory and locomotor activity were analyzed by ANOVA in CalR v1.2 (53), where data are shown as the mean ± SEM.

### Study approval.

All procedures in mice were reviewed and approved by the Cleveland Clinic Lerner Research IACUC and performed in accordance with relevant guidelines for rodent microsurgery.

## Author contributions

DO, LJO, and JMB planned the project, designed experiments, analyzed data, and wrote the first draft of the manuscript. FA, JC, and ZW helped design experiments and provided useful discussion directing collaborative aspects of the project. DO, LJO, KF, WM, AH, IC, BD, and ZW either conducted mouse experiments, performed biochemical workup of mouse and human tissues, analyzed data, or aided in manuscript preparation. All authors were involved in the editing of the final manuscript. The order of co–first authorship was determined by listing the last names alphabetically.

## Supplementary Material

Supplemental data

Supplemental Data Set 1

Supplemental Video 1

Supplemental Video 2

Supplemental Video 3

Supplemental Video 4

Supplemental Video 5

Supplemental Video 6

## Figures and Tables

**Figure 1:**
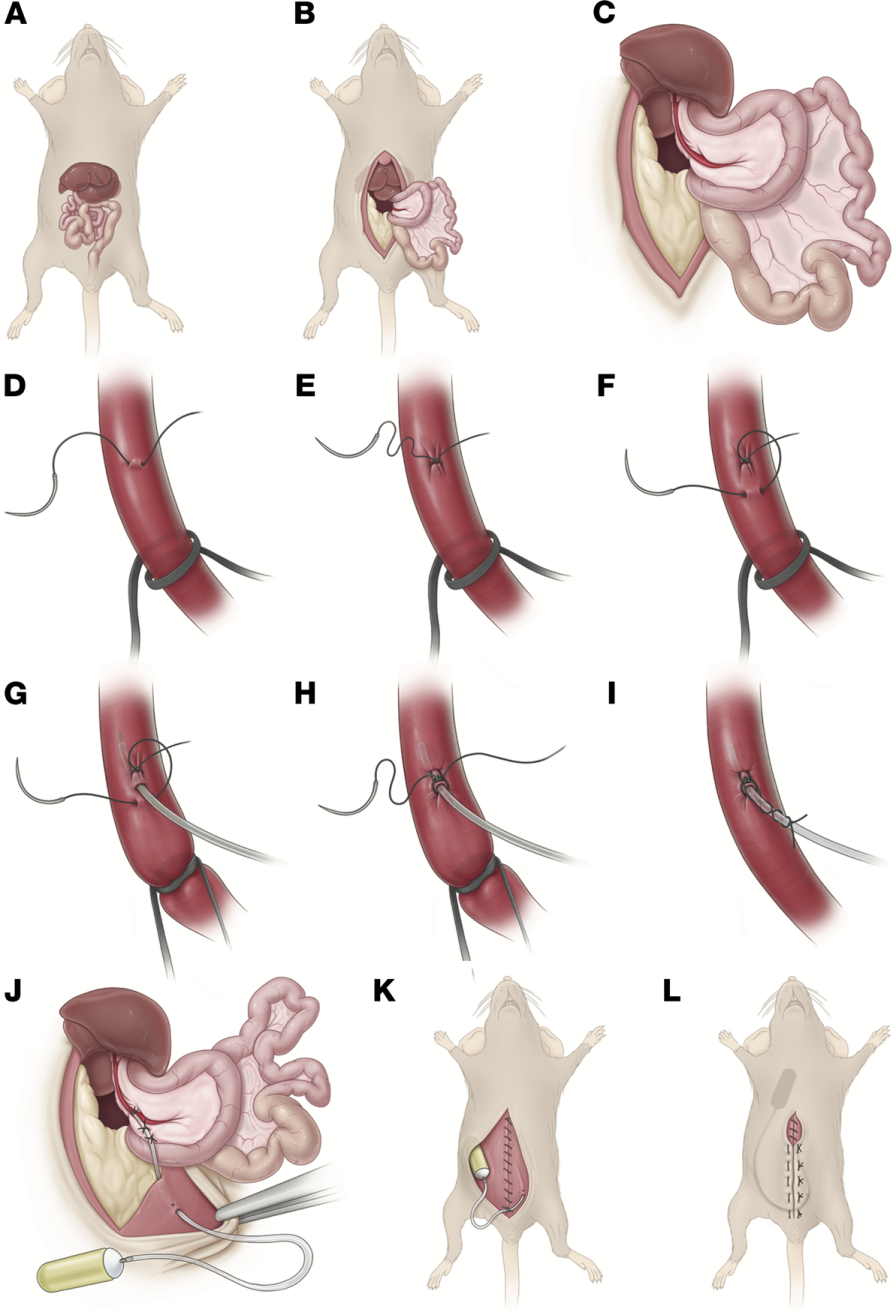
Stepwise illustration of portal vein cannulation procedure. (**A**) Abdominal anatomy. (**B**) Midline incision and laparotomy, with leftward externalization of intestines and overlying duodenum. (**C**) Externalization of left liver lobe superiorly. (**D–F**) Proximal vessel loop is loose. Using a 10-0 nylon micro suture, a stitch is placed in the anterior one-fourth of the vein, 3 mm distal to the vessel loop. The needle from this stitch is placed in the anterior one-fourth of the vein 1 mm proximal to the stitch. (**G**) The vessel loop is pulled taught. The guide wire is used to facilitate insertion. (**H**) The guide wire is withdrawn. The suture ends are tied together, slightly crimping the catheter. (**I**) The vessel loop is loosened and cut. Each of the tails of the suture are wrapped around the catheter twice and tied to create a “Chinese finger trap” effect. (**J**) Two anchor stitches are placed in the mesentery of the duodenum to secure the catheter. The catheter is externalized from the left lower quadrant and anchored to the peritoneal side of the abdominal wall. (**K**) The abdominal wall is closed, and the catheter anchored to the inferior aspect of the closure. (**L**) The osmotic pump is placed in the interscapular s.c. space. The skin is closed. Reproduced with permission from the Cleveland Clinic Center for Medical Art & Photography ©2021. All Rights Reserved.

**Figure 2:**
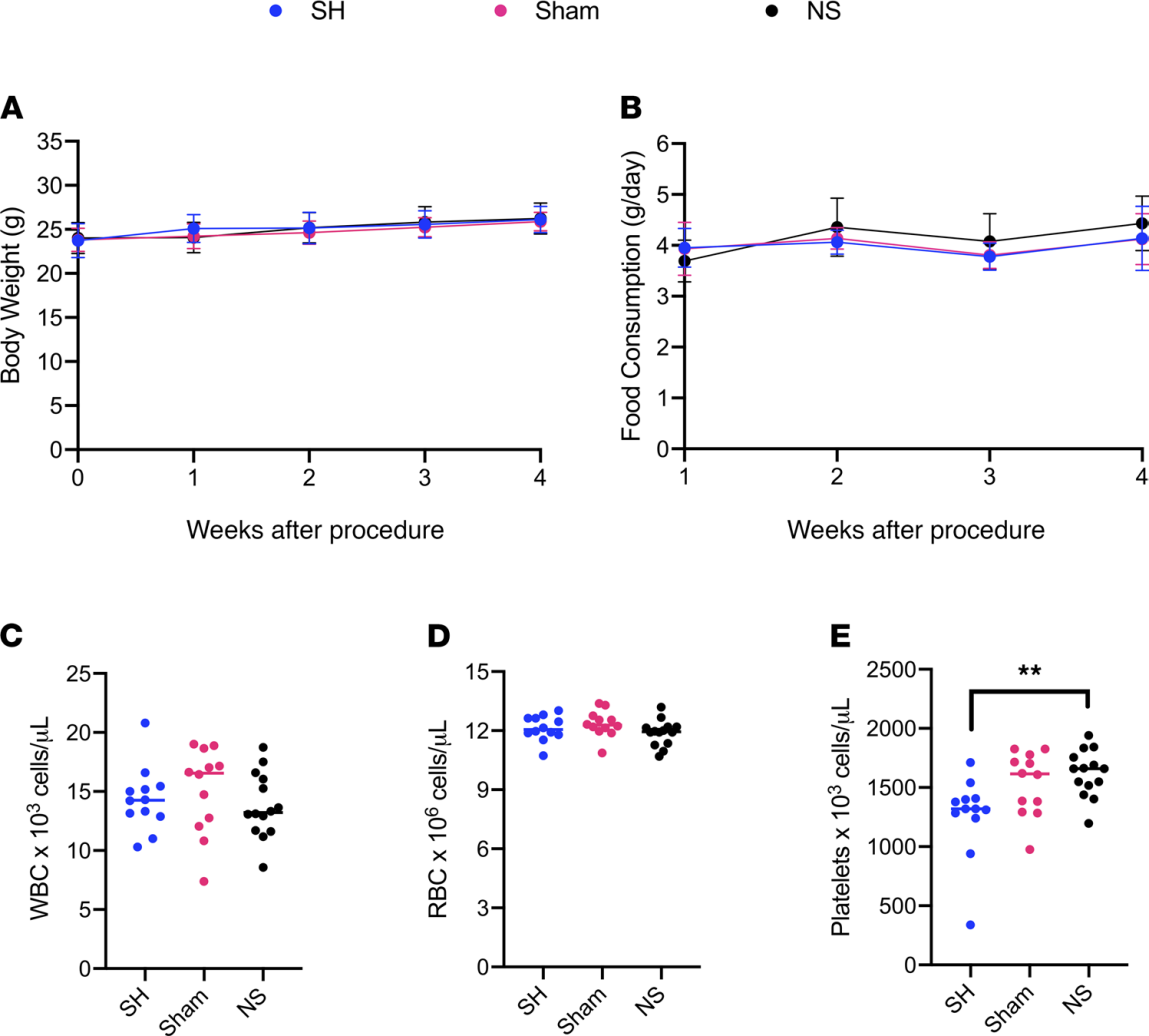
Health status monitoring of mice undergoing portal vein cannulation. Portal vein cannulation was performed using saline-filled osmotic pumps (NS) and compared with sham procedure (Sham) and single-housed (SH) controls (*n* = 12–14 per group). (**A**) Body weights and (**B**) food consumption were measured weekly. (**C**) WBC, (**D**) RBC, and (**E**) platelet counts were measured 1 week after surgery. Statistical analysis of **A** and **B** was performed using a 1-way ANOVA with Tukey’s multiple comparisons test on the AUC and data are shown as the mean ± SEM. Statistical analysis of **C–E** was performed with 1-way ANOVA with Tukey’s multiple comparisons test. **P < 0.01.

**Figure 3:**
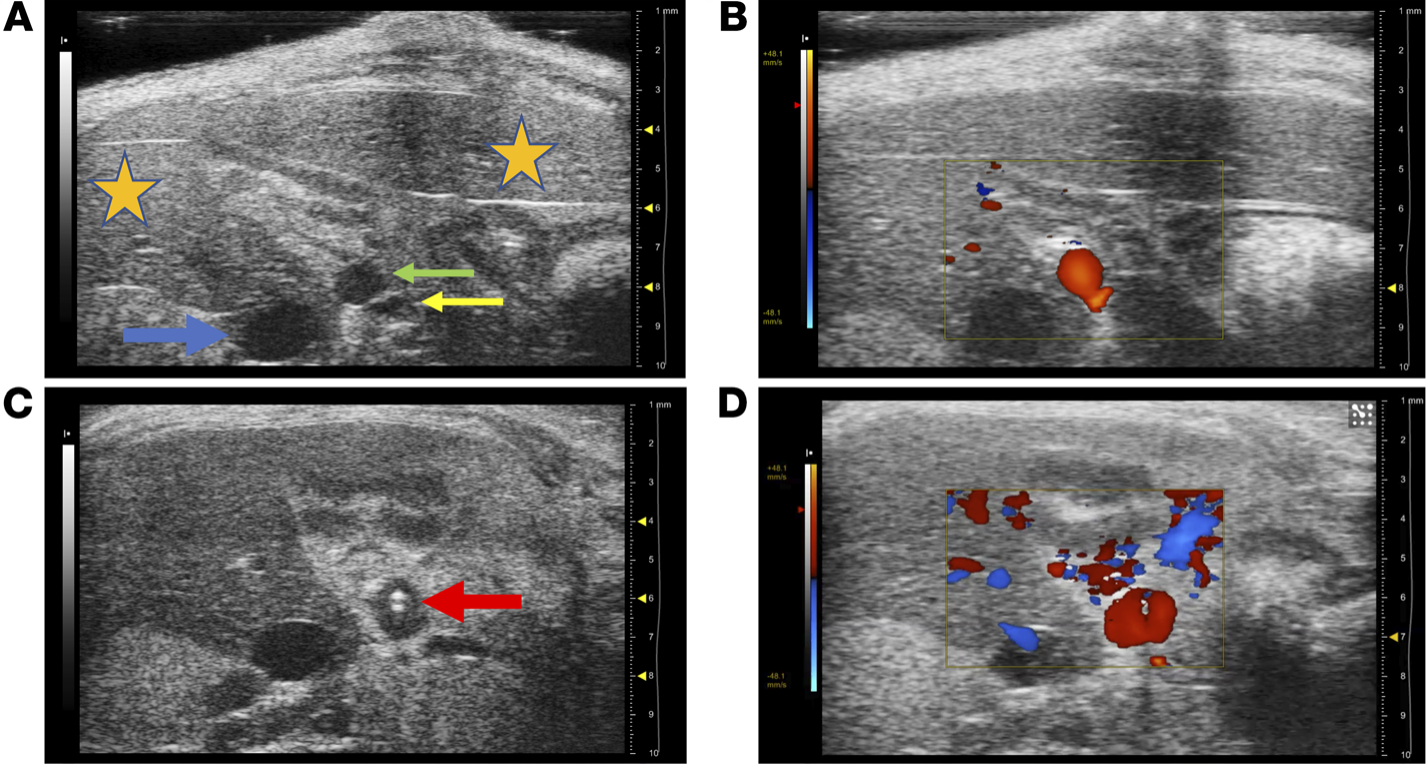
Ultrasound imaging of catheterized portal vein. Mice underwent ultrasound imaging 1 week after surgery (*n* = 3). (**A**) The portal vein proximal to the catheter appeared patent and nondilated, and (**B**) demonstrated liver-directed laminar flow on Doppler imaging. (**C**) The tip of the catheter was visualized within the distal portal vein (red arrow), and (**D**) liver-directed laminar flow was visualized around the catheter. (Orange star, liver; green arrow, portal vein; yellow arrow, hepatic artery; and blue arrow, inferior vena cava.)

**Figure 4:**
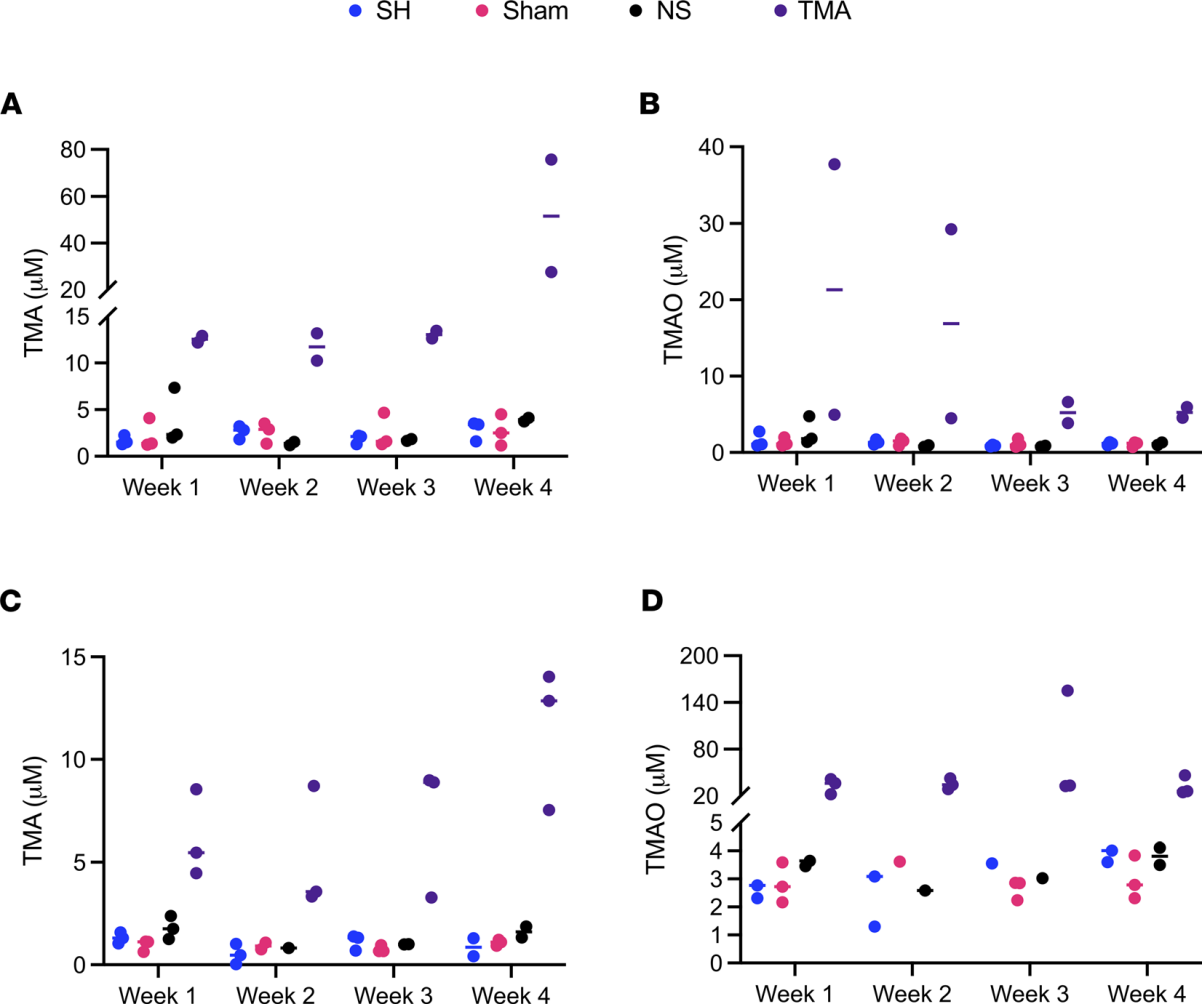
Continuous infusion of TMA — a microbial metabolite with low hepatic first-pass metabolism. (**A**) Peripheral plasma levels of trimethylamine (TMA) in male C57BL/6 mice receiving TMA via intraportal catheter (*n* =2–3). Single-housed controls (SH), sham surgery controls (Sham), and osmotic pump normal saline controls (NS) are also shown. (**B**) Peripheral plasma trimethylamine-*N*-oxide (TMAO) levels in male C57BL/6 mice. (**C**) Peripheral plasma levels of TMA in female C57BL/6 mice (*n* = 2-3). SH, Sham, and NS controls are also shown. (**D**) Peripheral plasma TMAO levels in female C57BL/6 mice.

**Figure 5:**
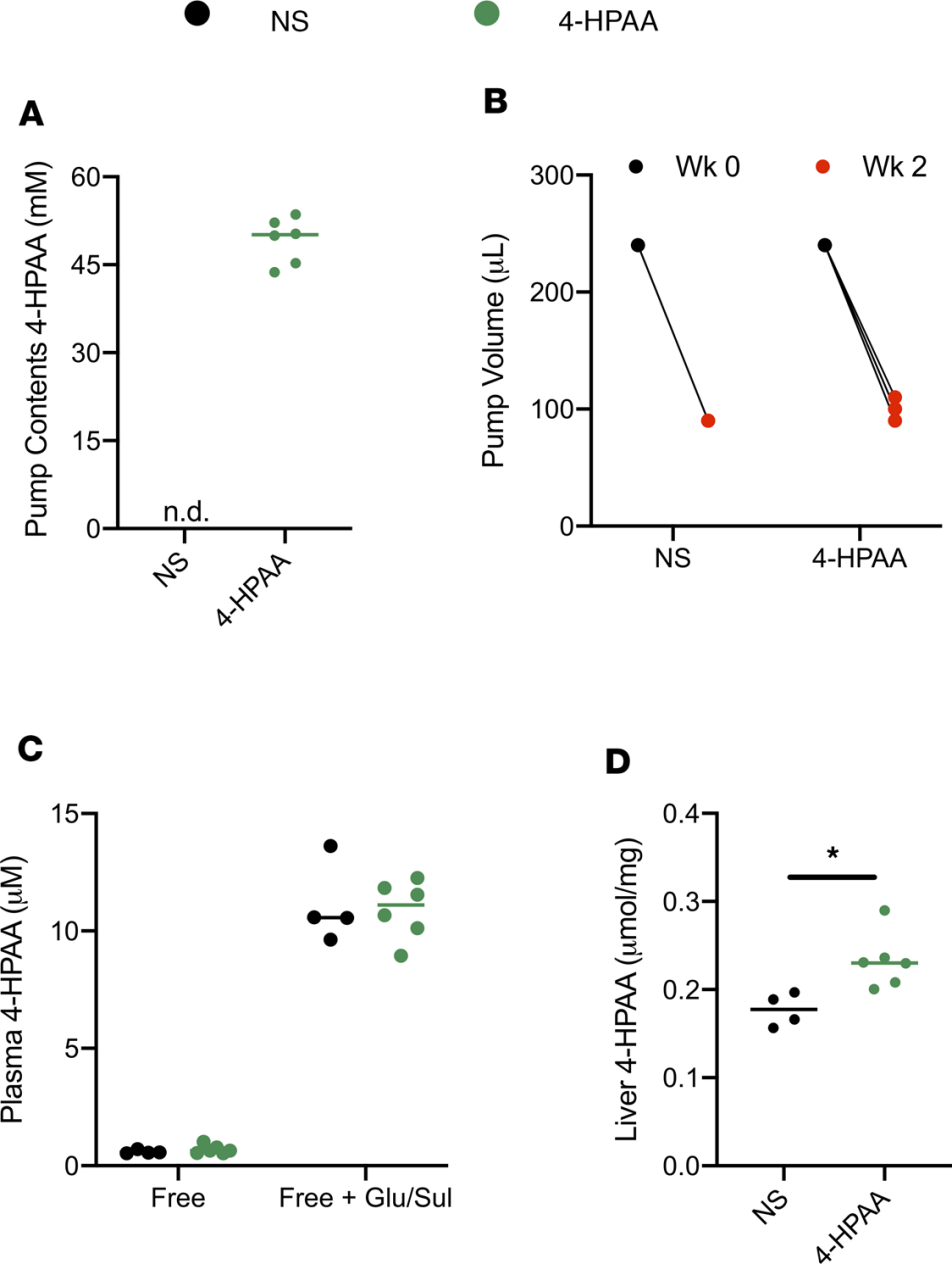
Continuous infusion of 4-HPAA — a microbial metabolite with high first-pass metabolism. (**A**) Osmotic pumps were filled with either normal saline (NS) or 4-hydroxyphenylacetic acid (4-HPAA). (**B**) Volume of either normal saline or 4-HPAA dispensed from the osmotic pumps after 2 weeks of continuous intraportal infusion (*n* = 4–6). (**C**) A larger proportion of the 4-HPAA pool circulates in a glucuronidated/sulfated (Glu/Sul) form, reaching 10-fold higher total peripheral plasma 4-HPAA concentrations compared with the free 4-HPAA pool. (**D**) Significantly more 4-HPAA is detected in the liver (free + Glu/Sul), the last anatomic location where differential abundance of 4-HPAA is observed resulting from high first-pass hepatic metabolism of 4-HPAA. *P* values were calculated using an unpaired 2-tailed *t* test. *P < 0.05.

**Figure 6:**
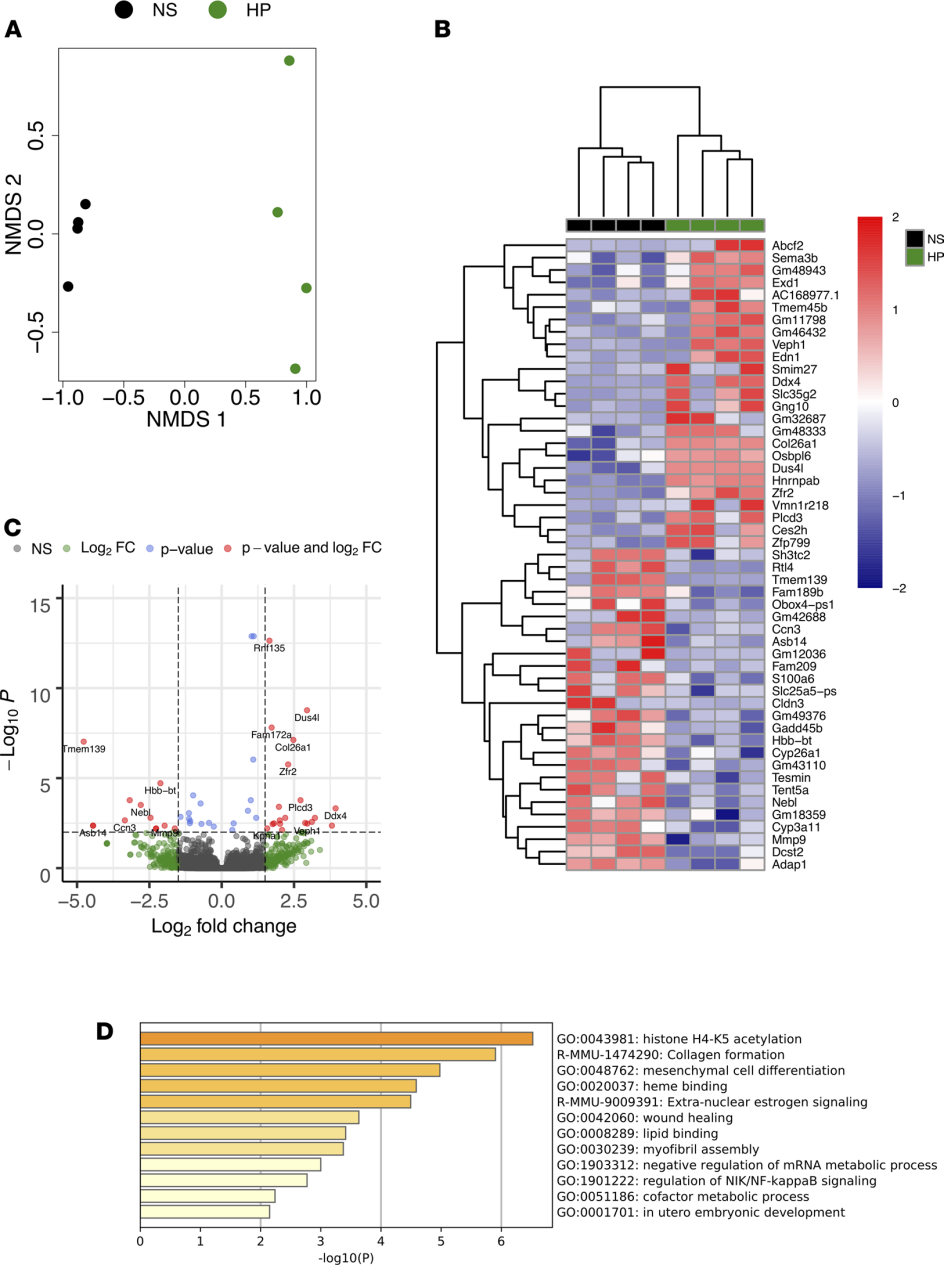
Continuous portal infusion of 4-HPAA changes the hepatic transcriptional landscape. (**A**) Nonmetric multidimensional scaling (NMDS) of RNA-Seq transcriptome data representing the hepatic gene expression signature of the top 500 differentially expressed transcripts between 4-HPAA–treated mice (green) relative to normal saline control mice (black) as sorted by log_2_ fold change. NMDS was performed using DESeq2 normalized counts. (**B**) Heatmap of hierarchically clustered differentially expressed genes arranged by adjusted *P* value and log_2_ fold change. The *z* score normalized values scaled by row. (**C**) Volcano plot of RNA-Seq transcriptome data representing hepatic gene expression signature of 4-HPAA–treated mice relative to normal saline control mice. Genes highlighted in red correspond to those that are significantly differentially expressed (adjusted *P <* 0.001) with a log_2_ fold change > 1.5. (**D**) Gene ontology assignments of the top 100 differentially expressed genes as sorted by adjusted *P* value. *n* = 4 per group for all RNA-Seq analyses.

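At the thresholds in the legend of the volcano plot, an adjusted p under 0.001 and an absolute log2 fold change over 1.5, 0 of the 12883 genes passed (edgeR's quasi-likelihood test). Not all genes labelled in the plot meet that adjusted p. The paper's supplement gives 0.00624 for Kpna1 and 0.00436 for Mmp9 (DESeq2). Of the genes labelled in Fig. 6C, Rnf135, which was far lower in normal saline replicate 1 than in the rest of its group, changed by -0.08 (standard error 0.14), Dus4l by -0.21 (standard error 0.12) and Fam172a by 0.13 (standard error 0.09) on the log2 scale. The changes of Kpna1 (0.07, standard error 0.12) and Zfr2 (0.14, standard error 0.17) were smaller than their standard errors. Col26a1 and Plcd3 had log2 fold changes of 0.03 and 0.07 (standard errors 0.28 and 0.27), and the direction of each turned without some libraries. Hbb-bt had the largest change, -2.11 (standard error 1.07), with 81.3 ± 122 CPM in normal saline and 18.9 ± 23.8 CPM in 4-HPAA (SD, n = 4 per group). Normal saline replicate 2 was at 264 CPM and 4-HPAA replicate 4 at 54.6 CPM, each far above the rest of its group. The log2 fold change was -0.11 without the first of these libraries, -3.55 without the other and -1.59 with the replicate number as a block. Its reads could be shared with the near-identical Hbb-bs. The adjusted p of each of these 8 genes was 1.00 (edgeR's quasi-likelihood test). Tmem139, Ddx4 and Asb14 had means of 3 or fewer estimated counts in both groups, too few to give a fold change. The paper's entry for Asb14 is not in the annotation used here. The counts are those of the annotated gene of that name, which may be another gene. Mmp9 held 6.50 ± 1.73 estimated counts with normal saline and 9.25 ± 8.54 with 4-HPAA (SD, n = 4 per group). Nebl, Veph1 and Ccn3 also had fewer than 10 counts in some library and were not tested.

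The ontology terms of Fig. 6D begin with acetylation of histone H4. Among the 4 genes of the paper's list with that role, Kat8 and Kansl2 changed by less than 0.01 on the log2 scale (standard errors 0.09 and 0.09), Mcrs1 by -0.09 (standard error 0.12) and Ing4 by -0.03 (standard error 0.09). The direction of Kat8, Kansl2 and Ing4 turned without some libraries. The 30 genes of histone H4 acetylation complexes had a mean log2 difference of 0.0008 and the 25 tested genes of collagen formation one of -0.03 (adjusted p = 0.995 for each, camera; with the replicate block, 0.992 for each).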

How the deposited data were processed for this re-analysis (not part of the article)

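Liver RNA of 4 mice infused with normal saline and 4 mice infused with 4-HPAA for 2 weeks was analysed. The authors pseudo-aligned paired-end reads with kallisto and deposited an estimated count for each transcript in each mouse, without normalization and without pooling. The paper names NCBI transcript annotations of GRCm38.p6, while the transcripts are listed by Ensembl identifiers. Of values above 0, 9.4% were whole numbers. Each library was matched to its mouse by the name of its column, and 0 columns were left without a sample.

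Estimated counts were summed per gene by GENCODE release M21 (GRCm38) and rounded to whole numbers. Of 119414 transcripts, 116728 were matched to 35975 genes and 2686 were not matched. Total estimated counts per library lay between 29559978 and 30673398. The precision of a gene depends on the spread between the 4 mice of a group and, more so at low counts, on the number of reads counted. The share of each was not measured. Groups whose means are at or under 3 counts are given as estimated counts only. Coordinates are those of the annotation, counted from 1.

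Genes with at least 10 counts in every library were tested with edgeR 4.0.16 (quasi-likelihood F test, TMM normalization) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors are the log2 fold change divided by the square root of the F statistic. CPM are normalized by TMM. The alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1), RLE normalization, total counts only, other filters on low counts, each library left out in turn, the replicate number as a block, single transcripts, other thresholds and alphabetical ranks of the counts in place of the counts. The replicate numbers come from the sample labels, which number the mice 1 to 4 in each group; nothing read here says that same-numbered mice were treated together. Alternatives and tests were fixed before the data were examined unless the text says otherwise.

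Separation of the groups was measured as the ratio of mean distances between and within groups over 500 genes (log2 CPM, prior count of 2), and compared with all 35 splits of the 8 libraries into 4 and 4. Clustering used complete linkage on z scores of the 50 genes with the smallest p. Gene sets were listed by hand before the counts were seen and tested with camera of limma; the Metascape terms of the paper were not used here. The steps were tested on simulated data drawn from the means and depths of these libraries, with 200 of 12625 genes changed. Of the genes changed 2-fold, edgeR found 72 of 100, DESeq2 75 and limma-voom 71, with 12, 41 and 11 false calls. In the simulation 1 of the splits, the planted one, reached the planted separation. On the same simulated data, camera of limma passed a set of 50 genes planted 2-fold higher and did not pass a set of 50 unchanged genes. Each simulated gene was drawn independently, without the correlation between genes that real libraries have. The largest mean difference of the metabolic sets here was -0.20 on the log2 scale. The checks of the splits and of camera therefore do not show that differences of this size would be found in these libraries.

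The genes named are Hnrnpab and the genes labelled in Fig. 6C, the 5 genes with the smallest p (a rule that applied because no gene passed the threshold), the genes of the paper's list assigned by hand to lipid metabolism, NF-κB signaling or histone H4-K5 acetylation, and as checks the globin genes, the sex-linked genes Xist and Ddx3y, Papss1 and Cyp3a11. Xist was not analysed here. Genes named outside this rule are marked as such. Only the first 1998 rows of the paper's Supplemental Data Set 1 were available here, and statements about that data set hold for these rows. Plasma, liver metabolite and enzyme measurements of the paper were not analysed here. Python 3 with pandas and matplotlib was used for tables and figures.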

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

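The tests of the quality of a library named here were chosen after the values were seen, and that of red blood cells before its values were seen. In 112 groups of 4 libraries (the genes named, the gene sets and measures of the libraries), the library farthest from the others was set against the range of its group, and 16 groups had a gap above Dixon's 95% critical share of that range. Chance gives about 1 in 20 groups, or 5.6 of 112, and the groups are not independent, since 10 of the 16 are globin genes or the blood set. The other 6 are near the number chance gives, so they do not by themselves set a library apart.

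The globin genes were far higher in normal saline replicate 2 than in the rest of its group, and far higher in 4-HPAA replicate 4 than in the rest of its group. In normal saline, Hba-a1 was at 411 CPM against 25.8 to 50.5 in the others (gap 0.936 of the range), Hba-a2 at 585 against 38.5 to 78.4 (0.927), Hbb-bs at 1177 against 71.6 to 173.7 (0.908) and Hbb-bt at 264 against 15.0 to 28.1 (0.948). In 4-HPAA, Hba-a1 was at 97.6 CPM against 11.8 to 15.0 (0.963), Hba-a2 at 149 against 17.2 to 19.2 (0.985), Hbb-bs at 336 against 31.0 to 46.4 (0.950) and Hbb-bt at 54.6 against 6.17 to 8.03 (0.962). The blood set as a whole was apart in the same libraries (0.867 in normal saline and 0.931 in 4-HPAA). A candidate explanation is RNA from red blood cells left in the tissue. Of the 4 other genes of the blood list, Alas2, Fech, Bpgm and Car2, 4 were highest in normal saline replicate 2, with Car2 at 25.5 CPM against 4.01 to 4.12. In 4-HPAA replicate 4, 1 of the 4 was highest, Bpgm at 12.1 CPM, and Alas2 at 97.0 was nearly level with the highest library at 97.1. Car2 and Fech were not highest there. The explanation remains for normal saline replicate 2, and for 4-HPAA replicate 4 these genes leave it open. Both groups hold such a library, so the condition gives no biological explanation of these high libraries to test. Among the remaining libraries, each globin gene was lower in every 4-HPAA library than in every normal saline library.

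By this rule, normal saline replicate 1 was apart from its group in 4 genes. Rnf135 was at 7.37 CPM against 10.3 to 10.6 (0.907), Ly6e at 153 against up to 174 in the others (0.902), Hnrnpab at 102 against 90.1 to 91.9 (0.852) and Cyp26a1 at 23.7 against 3.08 to 4.60 (0.926). Its mean correlation with the other normal saline libraries over all genes tested was 0.985, and the means of the 4 normal saline libraries lay between 0.985 and 0.986. These are too close to tell the quality of this library from that of the others, so a lower quality is neither shown nor excluded. No biological explanation was tested, since the condition is the same for the whole group.

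In 4-HPAA replicate 1, the acute phase set had a mean log2 CPM of 7.46 against 7.03 to 7.09 (0.854) and the set of histone H4 acetylation complexes one of 4.27 against 4.23 to 4.24 (0.844). Its mean correlation with the other 4-HPAA libraries was 0.987, and the means of the 4 4-HPAA libraries lay between 0.983 and 0.988. As in normal saline, these are too close to tell the quality of this library from that of the others, so a lower quality is neither shown nor excluded. No biological explanation was tested.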

How the results depend on the processing

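The count of genes with an adjusted p under 0.05 was 0 with edgeR, limma-voom, RLE normalization, total counts only, each of the 3 other filters on low counts, the replicate block, single transcripts, at least a 2-fold change and an adjusted p under 0.1. At an unadjusted p under 0.05 there were 225 genes with edgeR, 210 with limma-voom and 336 with the replicate block, so the block raised that count without a call. DESeq2 called 2 genes, and DESeq2 with at least 10 summed counts, chosen after seeing the data, called 3. Across the 8 fits that each left out one library, from 0 to 1 genes were called. The gene was CAAA01147332.1, without 4-HPAA replicate 1 (adjusted p = 0.0403; its adjusted p ranged from 0.0403 to 1 over 18 settings), named after its values were seen. This gene held 167 counts in 4-HPAA replicate 1, against 187 to 239 in the normal saline libraries and 475 to 644 in the other 4-HPAA libraries. The cause of the other changes was not tested. On simulated counts DESeq2 made 41 false calls against 12 by edgeR.

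With the alphabetical rank of each gene's summed count in place of the count, DESeq2 called 86 genes, 16 of them in the paper's list and in its direction, and 82 genes of the list changed in the paper's direction. With the rank of the last transcript text, chosen after seeing the data, it called 114 genes, 107 in the list, and 113 changed in the paper's direction. With counts as numbers, 0 genes of the list were called in every setting but DESeq2, which called 1 with either filter. The genes that changed in the paper's direction ranged from 38 of 80 tested (without normal saline replicate 1) to 64 of 114 (with no filter).

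The ratio of distances between and within groups was 1.075, and it fell under 1 over the 500 most variable genes (0.932), all genes tested (0.945) and the 500 genes of each pair of samples (0.948). Without one library it stayed between 1.059 and 1.14. None of these settings had a permutation p under 0.05. Clustering put 3 libraries on the wrong side with the 500 most variable genes and 4 with all genes tested, against 0 with average linkage. Camera with a fixed correlation of 0.01 passed 2 sets, cholesterol synthesis and blood, against 0 in each other setting. With the replicate block 0 sets passed.

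Among the 35 genes followed, 10 changed direction in some fit, and each of these had an absolute log2 fold change under 0.1 except Cyp26a1. Across the 8 fits that each left out one library, the log2 fold change ranged from -0.13 to 0.23 for Col26a1, from -0.090 to 0.23 for Plcd3, from -1.06 to 0.48 for Cyp26a1, from -0.26 to 0.12 for S100a6, from -0.078 to 0.012 for Hmgb1, from -0.18 to 0.10 for Nqo1, from -0.063 to 0.042 for Kat8, from -0.050 to 0.057 for Kansl2, from -0.089 to 0.014 for Ing4 and from -0.059 to 0.090 for Papss1. With limma-voom it was -0.0037 for Col26a1, -0.0010 for Kat8 and -0.00021 for Papss1, and with the replicate block -0.00048 for Kat8. For Cyp26a1 it was -0.78, and -0.31 with the replicate block; it turned only without normal saline replicate 1, which held 740 counts against 92 to 134 in the other normal saline libraries. The mean log2 difference ranged from -0.12 to 0.0066 for the lipid set and from -0.041 to 0.018 for the NF-κB set. For the sets and the genes other than Cyp26a1 the cause was not tested. Of the remaining fits of single genes, 2 passed the threshold where edgeR did not, Zfp36l2 and Ggnbp1 with DESeq2. The filter at 10 counts per library leaves out 35 genes of the paper's list, and at such counts a change of a few reads decides a fold.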

Differences from the paper's values

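The paper reports 116 differentially expressed genes, and the deposited counts gave 0 (225 at an unadjusted p under 0.05). The paper's supplement gives 59 of them as higher and 57 as lower, against 0 and 0 here. Of the alternatives set before the data were examined, the alphabetical rank of each gene's summed count in place of the count, with DESeq2, gave 86 genes (41 higher and 45 lower), within 1.5 times the paper's numbers. The others did not come within that range; the nearest was DESeq2 on the counts, with 2. The rank of the alphabetically last transcript text, which was chosen after seeing the values, gave 114 genes (61 higher and 53 lower).

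For 28 of 30 genes named and tested, the log2 fold change differed from the paper's by more than its standard error or had the opposite sign. The paper's value comes first in each pair. Among the genes of Fig. 6C and Hnrnpab, the values were 1.65 and -0.083 for Rnf135, 2.95 and -0.21 for Dus4l, 1.73 and 0.13 for Fam172a, 2.48 and 0.027 for Col26a1, 2.30 and 0.14 for Zfr2, 2.72 and 0.065 for Plcd3, 1.57 and 0.066 for Kpna1, and 3.18 and 0.15 for Hnrnpab. Among the genes with the smallest p, they were -1.09 and -0.65 for Ggnbp1 and -2.15 and 0.76 for Zfp36l2.

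Among genes with a role in lipid metabolism, they were -1.13 and 0.25 for Abca8a, -0.62 and -0.066 for Pemt, -0.43 and 0.12 for Pitpnm2, -1.81 and -0.78 for Cyp26a1, -2.46 and 0.25 for Cyp3a11, 1.63 and 0.054 for Pdpk1, -0.90 and 0.15 for Tmem189, and -1.97 and -0.051 for S100a6. Among those with a role in NF-κB signaling, they were 1.01 and -0.024 for Hmgb1, -1.68 and -1.02 for Gadd45b, 2.83 and -0.066 for Nqo1, and 0.37 and -0.15 for Ly6e. For histone H4-K5 acetylation, they were -1.13 and 0.0011 for Kat8, -1.22 and 0.0035 for Kansl2, -1.04 and -0.092 for Mcrs1, and -0.70 and -0.031 for Ing4. For Hba-a2 they were 1.98 and -1.89, and for Papss1 1.09 and 0.00023.

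Over the settings that used the counts as numbers, from 28 to 29 of the 30 genes differed. With the rank of the summed count 27 of the 30 differed. With the rank of the last transcript text, chosen after seeing the values, 0 of the 30 differed. DESeq2 on the counts called Ggnbp1, which the paper also calls, and Zfp36l2, which the paper does not call.

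The paper states that scaling and clustering part the groups and assign the libraries. On genes chosen by the group difference the groups were parted here too, but 29 of 35 splits of the libraries, and 4 of the 8 that part each same-numbered pair, had a ratio of distances as large, and on the 500 genes with the largest variance the ratio was 0.932. The paper names lipid metabolism, NF-κB signaling, collagen formation and histone H4-K5 acetylation among its ontology terms, and no set written for these passed here (adjusted p = 0.995 for each, camera). The legend of Fig. 6C states the thresholds of the red genes, and 0 genes passed them here.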

Other observations

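Tests of the paper's list of 116 genes, of splits for DESeq2, the gene sets and the list, and of reads shared with Zbtb9 were chosen after the results were seen.

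The integers printed as counts in Supplemental Data Set 1 did not follow the size of the deposited counts. Over the 255 listed genes with a single transcript, their Spearman correlation with the deposited count lay between -0.0967 and 0.0737 in the 8 libraries, across genes, while with the alphabetical order of the count written as text it lay between 0.981 and 1.00. In the rows available, the printed integers reach 15605 at most, against a largest deposited transcript count of 2934090. For Hbb-bt, 7690.74 estimated counts in normal saline replicate 2 stand as 11430 in the paper's column, and 874.777 in replicate 1 stand as 13361. A candidate explanation is that the columns were read as text and turned into factor codes, the integers R gives to text sorted alphabetically. Over the 1963 listed genes with a gene here, the rank of the alphabetically last text among a gene's transcripts had a Spearman correlation of 0.994 to 0.999 with the printed integers, against 0.382 to 0.458 for the summed count.

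With these ranks in place of the counts, DESeq2 called 114 of 16009 genes, and 107 of them are among the paper's 116. Over 1957 genes the log2 fold changes had a Pearson correlation of 0.9996 with the paper's values, against 0.12 over 1475 genes for the counts as numbers with edgeR. In Hnrnpab the last text begins with 1 in each normal saline library (1838.35, 145.188, 162.365 and 1496.26) and with 8 or 9 in each 4-HPAA library (96.9475, 90.091, 95.4996 and 80.3044), and the paper's integers run from 1392 to 1854 and from 12471 to 15051. The 2 globin genes Hba-a2 and Hbb-bt change in opposite directions in the paper's supplement (1.98 and -2.12). In the deposited counts both were lower with 4-HPAA (-1.89 and -2.11). The changes were -0.17 and -0.11 without normal saline replicate 2, and -3.37 and -3.55 without 4-HPAA replicate 4. With both of these libraries set aside, Hba-a2 was at 38.5 to 78.4 CPM with normal saline and 17.2 to 19.2 with 4-HPAA. Hbb-bt was at 15.0 to 28.1 CPM with normal saline and 6.17 to 8.03 with 4-HPAA. No fit left out both libraries. The explanation sets no direction for the deposited counts, so these values do not test it. On the ranks, 8 of the 8 splits that part each same-numbered pair called as many genes as the real split, and 33 of all 35 splits did, with counts from 105 to 232 and a median of 141. The real split called 114, so a number this large on the ranks does not need the real grouping. How the paper's columns were made is not stated in the text read here, and the explanation remains a hypothesis.

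With edgeR on the counts, 8 of the 8 splits that part each same-numbered pair had as many genes as the real split, and the same 8 of 8 held for genes of the paper's list and for gene sets. As the real split had 0 of each, and no split can have fewer, these comparisons show nothing either way. With DESeq2, where the real split called 2 genes, 4 of the 8 splits gave as many, and 25 of all 35. The smallest share that 8 splits allow is 0.125. By the number of genes with an unadjusted p under 0.05, the real split (225) was lower than 31 of the 34 other splits, which ranged from 192 to 2108. The split with 2108 sets replicates 1 and 4 of both groups against replicates 2 and 3 of both groups, and it called 7 genes. Splits that keep each same-numbered pair together had a median of 744 such genes over 3 splits, and those that part each pair 285.5 over 8 splits. What the replicate numbers stand for is not known, and no biological explanation was tested.

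The sex of the mice, depth and tissue mixture were tested as sources of a difference between the groups. The sex-linked genes did not differ (p = 0.681, camera; exact permutation test of the set mean, p = 0.629). Ddx3y was at 2370 ± 239 estimated counts in normal saline and 2469 ± 213 in 4-HPAA (SD, n = 4 per group). Total counts did not differ (exact permutation test, p = 0.343). Of the 28 exocrine pancreas genes listed, 3 had at least 10 counts in every library and were tested (p = 0.949, camera; exact permutation test, p = 0.943), too few to decide on a mixture with pancreas. The blood set had a mean log2 difference of -0.95 (p = 0.21, camera; exact permutation test, p = 0.286), with an adjusted p of 0.995 that fell to 0.0151 with a fixed correlation of 0.01 and was 0.992 with the replicate block. Its mean log2 CPM was 7.43 in normal saline replicate 2 and 4.93 to 5.26 in the rest of that group, and 5.93 in 4-HPAA replicate 4 and 4.30 to 4.41 in the rest of that group. A difference in blood between the groups is therefore not ruled out. The separation by scaling and clustering may come from choosing genes by the group difference: with genes of their own, 29 of 35 splits had a ratio of distances as large and 34 of 35 put 0 libraries on the wrong side. Among the 8 splits that part each same-numbered pair, these numbers were 4 and 8.

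Ggnbp1 was lower with 4-HPAA, and its transcript overlaps a separate entry of Ggnbp1 and Zbtb9. The other entry did not rise (log2 difference -0.07; exact permutation test, p = 0.771), which goes against reads having moved to it. The sum of both entries fell by 0.30 on the log2 scale (exact permutation test, p = 0.0857). Zbtb9 was at 1.50 ± 1.14 CPM with normal saline and 3.12 ± 0.551 with 4-HPAA (SD, n = 4 per group), and the sum with Zbtb9 fell by 0.26 (exact permutation test, p = 0.0286, the smallest that 4 against 4 allow), against 0.65 for the transcript alone. Reads moved to Zbtb9 therefore do not account for the whole fall, and may account for part of it. In all, 5284 transcripts of other genes share a 31-base word, on either strand, with the pooled transcripts of both Ggnbp1 entries. Among them are those of Bak1 (up to 501 words). The number that share words with the single transcript that fell was not counted. Reads shared with Bak1 or with transcripts of further genes were not tested.

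Rnf186, named after its values were seen, had 0.001, 0, 1.25 and 4.58 estimated counts in the normal saline libraries and 19.2 in 4-HPAA replicate 1 and 107 to 143 in the other 4-HPAA libraries. It passes no filter of 10 counts per library, and DESeq2 with at least 10 summed counts called it (adjusted p = 0.00156; 0.00156 to 0.607 over 4 settings). Of the transcripts of other genes in the annotation used here, 0 share a 31-base word with it, which argues against reads shared from those transcripts. The 2686 deposited transcripts not matched to this annotation were not searched, so sharing with them is not excluded. No other explanation was tested.

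The cholesterol synthesis set was lower with 4-HPAA in each of the 4 same-numbered pairs (mean log2 CPM 6.44 and 6.37, 6.36 and 6.15, 6.06 and 5.77, and 6.30 and 6.06), and 20 of its 22 genes were lower. Its p was 0.152 without and 0.0209 with the replicate block (camera), the adjusted p 0.995 and 0.334, so it fails the correction. An exact permutation test of the set mean, which did not allow for the replicate numbers, gave p = 0.286.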
